# Cocaine induces differential circular RNA expression in striatum

**DOI:** 10.1038/s41398-019-0527-1

**Published:** 2019-08-21

**Authors:** Qian Bu, Hailei Long, Xue Shao, Hui Gu, Jueying Kong, Li Luo, Bin Liu, Wei Guo, Hongbo Wang, Jingwei Tian, Yinglan Zhao, Xiaobo Cen

**Keywords:** Epigenetics and behaviour, Molecular neuroscience

## Abstract

Circular RNA (circRNA), a novel type of endogenous non-coding RNA, plays natural miRNA sponge effect that represses the activities of corresponding miRNAs through binding with them, thus modulating transcriptional expression of genes. Recent studies indicate that circRNAs are significantly enriched in the brain and some of them are derived from synaptic protein-coding genes. In addition, miRNAs are involved in synaptic plasticity, memory formation, and cocaine addiction. However, the role of circRNAs in cocaine reward is unclear. This study aimed to investigate the expression profile of striatal circRNAs in the mice after cocaine self-administration. By using circRNA microarray analysis, we observed that 90 striatal circRNAs were differentially expressed in cocaine self-administering mice, of which 18 circRNAs were up-regulated and 72 down-regulated. Six circRNAs were selected randomly for validation by using quantitative reverse transcription-PCR, and their expression levels showed consistency with microarray analysis. We backward predicted the circRNAs and their binding sites of miRNAs associated with neuroplasticity. In functional validation test, mmu_circRNA_002381 may modulate the transcription of certain genes associated with neuroplasticity, such as *limk1* and *bdnf*. Taken together, circRNAs may participate in cocaine behavioral effect via interacting with miRNAs. Our findings reveal a potential role of circRNAs in cocaine effect.

## Introduction

It has been known that cocaine epigenetically alters the expression of genes and miRNAs through histone tail or DNA modification in brain’s reward circuitry^1–3^. Striatal miRNA plays a vital role in memory, neuroplasticity, and rewarding effect^3,4^. For example, striatal miR-212 represses the compulsive drug-taking behavior, and modulates the neuroplasticity to cocaine addiction^5–7^. Through interplaying with striatal miR-212, MeCP2 regulates the expression of brain-derived neurotrophic factor (BDNF) and cocaine intake^6^.

CircRNA is a novel type of non-coding RNA, which is involved in various biological functions^8^. CircRNAs are typically generated through a process of back-splicing from exons and a covalent bond linking the 3′- and 5′-end^9,10^. CircRNAs show a typical feature of RNase R resistant, because they do not have 3′- and 5′-terminals. Studies have shown that circRNAs act as competitive endogenous RNAs to sponge mRNAs^11^. Moreover, circRNA expression is concentrated especially in mammalian brain with significant differences compared to other tissues, suggesting its role in central nervous system^12,13^. Previous study found that many neuronal circRNAs are derived from synaptic gene locus and and expression levels of several circRNAs change with the formation of synapse as well as neuroplasticity^14^. In a word, neural circRNAs are derived from synaptic protein-coding genes and modulated by neuroplasticity and neuronal differentiation.

The expression profiles of circRNAs, miRNAs, and lncRNAs are regulated delicately to maintain cellular homeostasis. Evidence shows that circRNAs may play a role in various neurological disorders^15^. For example, CDR1as, a circRNA for miR-7 (CiRS-7) containing 63 selectively conserved miR-7 target sites, represses miR-7 activity and up-regulates the expression of targeted genes in Alzheimer’s or Parkinson’s disease^16,17^. Furthermore, loss-of-function CDR1as causes miR-7 and miR-671 deregulation and affects the function of mammalian brain^18,19^. However, the role of circRNAs in drug addiction is largely unknown.

Drug self-administration is commonly used to assess the reinforcing effects of a drug, which is critical for the initiation and maintenance of drug-seeking behavior. Striatum is a crucial component of brain reward circuitry^20^, which is involved in cue-induced reinstatement, depending on the conditions during reinstatement and the amount of drug exposure^21^. In this study, we aimed to investigate the potential role of striatal circRNAs in cocaine reward. We find that cocaine profoundly modifies the expression profiles of striatal circRNAs, which may reveal a novel molecular mechanism underlying the neuropsychopharmacological effect of cocaine.

## Materials and methods

### Animals and drugs

Eight-week-old male C57BL/6 mice (Vital River Laboratory Animal Technology Co. Ltd, Beijing, China) were used in all the studies. Mice were individually housed in a room with temperature- and humidity-control system. Food and water were available *ad libitum*, and lights operated on a 12 h/12 h cycle (on at 7:30 P.M.). The mice were allowed 7 days to acclimate to the environment before inducing anesthesia and implanting indwelling jugular catheters. All protocols in this study followed the guidelines established by the Experimental Animal Ethics Committee of Sichuan University (Chengdu, China). Cocaine-HCl was provided from National Institute for the Control of Pharmaceutical and Biological Products (Beijing, China). Cocaine was dissolved in 0.9% saline (1.25 mg/ml) for intravenous infusion and 1.5 mg/ml for intraperitoneal (i.p.) injection.

### Surgery for catheter implantation

Briefly, before surgical implantation of a jugular vein catheter, each mouse was anesthetized with sodium pentobarbital (50 mg/kg, i.p.)^22^. After surgery the mice were recovered for 1 week, and heparinized physiological saline (25 U/ml heparin) was used to flush the catheters once daily. To assess catheter patency during the period of cocaine self-administration, each catheter was injected 0.1 ml of brevital (1%), and loss of muscle tone within 5 s after injection indicated a patent catheter.

### Cocaine self-administration procedures

Self-administration procedures were conducted as previously described^23,24^. Briefly, mice were trained to perform an operant response (poking nose in a hole) to receive an intravenous infusion of cocaine or saline. Training continued until the behavior was well established. Seven days after surgery, mice were randomly divided into two groups. The mice in cocaine group (1.25 mg/ml cocaine), and control group (0.9% sodium chloride) were subjected to daily 2 h sessions of cocaine/saline self-administration, respectively, in which one response on the active nose-poke portal yielded one intravenous cocaine/saline infusion (FR1, 0.75 mg/kg/infusion, delivered as unit dose depending on the weight of the mice over a 2-s time period), paired with a 2-s cue light and 20-s timeout period following a nose-poke into the active portal. The inactive portal yielded no consequence. Mice in cocaine-treated group were received continually a cocaine self-administration schedule until they exhibited a stable response (10–12 d). The number of active lever presses for three consecutive days was <10% variation.

### Locomotor activity

Locomotor activity test was conducted as described previously^25^. Locomotor activity sessions were conducted once daily. Each mouse was placed in a locomotor activity chamber followed by cocaine (20 mg/kg, i.p.) or saline injection, and the locomotor activity was measured for 30 min. The chambers were black acrylic boxes (40.64 cm × 40.64 cm × 31 cm) that were equipped with a camera located above the boxes. Automated tracking was performed using the EthoVision 7.0 software (EthoVision 7.0; Noldus Information Technology, Leesburg, VA, USA).

### Tissue isolation

At the end of behavioral testing, mice were sacrificed within 2 h by rapid decapitation. The dorsal striatum was removed from the brain, snap frozen in liquid nitrogen, and stored in RNAlater solution (Beyotime Institute of Biotechnology) at −80 °C until assay.

### Striatal RNA isolation for microarray

Following manufacturer’s instructions, total RNA was isolated by using the RNeasy kit (Qiagen). RNA concentration of each sample was measured by NanoDrop ND-1000 instrument (Nanodrop Technologies, Wilmington, DE). The purity and integrity of the RNA were detected by formaldehyde denaturing agarose gel electrophoresis.

### Sample labeling and array hybridization

Based on Arraystar’s standard protocols, sample labeling and array hybridization were performed. Briefly, total RNA was treated with RNAase R to remove linear RNAs. Through a random priming method, each sample was amplified and transcribed into fluorescent complementary RNA (Arraystar Super RNA Labeling Kit), followed by purification of labeled cRNAs by using RNeasy Mini Kit (Qiagen). The concentrations of labeled cRNAs (pmol Cy3/μg cRNA) were analyzed by NanoDrop ND-1000, and hybridized onto the Arraystar Mouse circRNA Array (6′7K, Arraystar). The hybridized arrays were washed, fixed, and scanned using Axon GenePix 4000B microarray scanner (Molecular Devices, Inc.). KangChen Bio-Tech (Shanghai, China) performed the microarray hybridization and collection of data.

### Microarray analysis

The GenePix Pro 6.0 software (Axon) was utilized for grid alignment and data extraction from the scanned images. Quantile normalization and subsequent data analysis were conducted by using the R software package. After normalization the distributions of expression values for the eight samples are indicated in Box-plot. Through performing quantile normalization, low intensity signal was filtered. The circRNAs with flag expression two times more than the background were selected for further analyses. By using Volcano Plot and Scatter-Plot filtering, the expression levels of circRNAs were analyzed for statistical significance. Differentially expressed circRNAs between the two groups were identified through Fold Change and t-test filtering. CircRNAs which show fold changes ≥ 2.0 and *p* ≤ 0.05 are considered as significant. Hierarchical Clustering was conducted to show the significantly different expression pattern of circRNAs among brain samples.

### Real-time quantitative PCR

RNA sample of dorsal striatum was utilized to verify microarray data in the initial microarray study, and reverse transcription was conducted (Superscript III Reverse Transcriptase, Invitrogen). ABI PRISM7900 system (Applied Biosystems) was used to quantitate the RNA levels of brain sample by using GAPDH as an endogenous control. Through a log 2 transform the expression ratios (fold change) were obtained. The qRT-PCR primer sequences used for the validation of microarray data were shown in Supplementary Table S1.

### Annotation for circRNA/miRNA interaction

We used Arraystar’s home-made miRNA target prediction software based on TargetScan and miRanda to predict the interation of circRNA/miRNA^26^. The differentially expressed circRNAs between the two groups were annotated with the information of circRNA/miRNA interaction. There were 90 differentially expressed circRNAs with fold-change ≥ 2.0 and *p* ≤ 0.05, including 18 up-regulated and 72 down-regulated circRNAs. They were used to predict their miRNA response elements (MREs). Five MREs with good scores of miRNA support vector regression (mirSVR) for each circRNA were shown. Ultimately, the circRNA/miRNA network for the differentially expressed circRNAs was constructed and visualized using the Cytoscape software (http://www.cytoscape.org/)^27^.

### Backward prediction based on plasticity- and addiction-associated miRNAs

Based upon those plasticity- and addiction-associated miRNAs reported in literatures, we backward predicted the possible interactions of each miRNA with its circRNAs. Putative interactions between the sequenced miRNAs and the predicted circRNAs were evaluated by using miRanda and TargetScan, investigating both perfect and imperfect seed matching. To this end, the circRNA BED output file were converted into FASTA format DNA sequences. Then a hit between each miRNA and a target circRNA were considered for a miRanda structure scores of 1400 or higher^26^, corresponding to a perfect or imperfect seed match.

### RNA interference and transfection assay

Small interfering RNAs (siRNAs) targeting the back-splice junction of mmu_circRNA_002381 (si-mmu_circRNA_002381) was designed and synthesized by RiboBio Corporation (Guangzhou, China). For si-mmu_circRNA_002381, the sense strand sequence of functional siRNA was 5′CUCAUGCUUAGGCUUGAUU dTdT3′, and the antisense strand sequence was 3′dTdT GAGUACGAAUCCGAACUAA5′. N2a cells, a mouse neuroblastoma cell line, were transfected by lipofectamine 3000 (Invitrogen). Briefly, the cells were cultured with DMEM in a 96-well plate. Before transfection, a medium without antibiotics was added to the culture. RNAi lipofectamine 3000 complex was then added to each well. The cells were cultured in DMEM medium at 37 °C for 48 h. The transfection efficiency was determined using Cy3-tagged NS siRNA under a fluorescence microscope.

### Protein extraction and western blot

Transfected cells were solubilized with RIPA lysis buffer (Beyotime Biotechnology) containing protease inhibitors (Roche). The protein concentration was determined by the Bradford assay kit (Bio-Rad). The protein extracts were separated with 6–12% SDS-PAGE gels and transferred to polyvinylidene difluoride (PVDF) membranes (Millipore). The membranes were then blocked with 5% non-fat milk in TBST for 1 h at room temperature, followed by incubation with the primary antibodies overnight at 4 °C. Subsequently, the membranes were washed three times with TBST and the blots were incubated with secondary antibodies conjugated to horseradish peroxidase (ZSGB-BIO, Beijing, China) for 1 h at room temperature. Immunoreactivity was visualized using ECL Western blotting detection reagents and then analyzed through scanning densitometry. The following antibodies were used: LIMK1 (ab81046, abcam), BDNF(ab108319, abcam), SIRT1 (#8469, Cell Signaling), CREB (#9197, Cell Signaling), GAPDH (#5174, Cell Signaling).

### Data analysis

Two-way ANOVA with a repeated measures over day was used to analyze the behavioral data. Tukey’s post hoc comparison was performed to compare gene expressions of the two groups. Principal component analysis (PCA) score plots were obtained using the normalized fluorescence intensity data in SIMCA-P11.0 (Umetrics, AB). All statistics of the results are given as means ± SEM of more than three independent experiments. Differences between the two groups were analyzed at two-tailed Student’s t-test with α = 0.05. Results were considered statistically significant when *P* < 0.05.

## Results

### Cocaine self-administration modifies circRNA profile in dorsal striatum

Self-administration, one of the best animal models to mimic human addiction, enables the measurement of voluntary cocaine taking and cocaine seeking, from which the degree of cocaine craving can be inferred. After 12 sessions, mice in two groups showed stable nose-poking rates during the last 3 days of self-administration with less than a 10% difference in their daily intake of cocaine. The mean number of cocaine/saline infusions (Mean ± SEM) per day during the last 3 days of self-administration in cocaine group and control group was 82 ± 6.0 and 6 ± 0.6 (Fig. 1a), respectively. Cocaine-treated mice significantly poked more on the active portals (Fig. 1b) than on the inactive portals (Fig. 1c) from the fourth day to the twelfth day (*P* < 0.001). These data showed that we successfully established cocaine self-administration behaviors in mice.

**Fig. 1:**
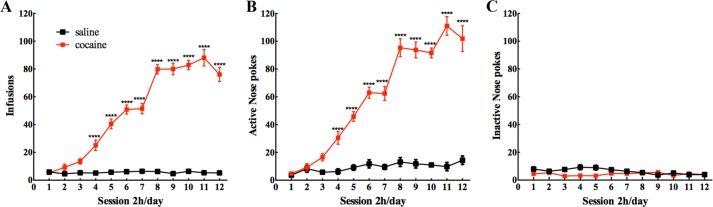
Cocaine self-administration in mice. **a** The number of infusions (Two-way repeated measures ANOVA, interaction effect *F* = 70.33, *p* < 0.0001; drug effect *F* = 69.09, *p* < 0.0001; session effect *F* = 1742, *p* < 0.0001). **b** Active nose pokes (Two-way repeated measures ANOVA, interaction effect *F* = 56.70, *p* < 0.0001; drug effect *F* = 42.37, *p* < 0.0001; session effect *F* = 1369, *p* < 0.0001) and (**c**) inactive nose pokes (Two-way repeated measures ANOVA, interaction effect *F* **=** 2.557, *p* = 0.0058; drug effect *F* = 0.9250, *p* = 0.05258; session effect *F* = 19.51, *p* < 0.0001) are shown respectively for mice that acquired and maintained cocaine (0.75 mg/kg/infusion) or saline self-administration. *n* = 4/group. Data are presented as Mean ± SEM

The expression profiles of circRNAs were analyzed immediately after the last session of self-administration with high throughput microarray (Arraystar Mouse CircRNA Microarray, Kangchen Corporation, Shanghai, China.). 

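Striatal circRNAs were measured on 8 one-colour Cy3 arrays, 4 of cocaine-administrated mice and 4 of saline-treated mice. The RNA came from the dorsal striatum of male C57BL/6J mice, whose age the sample labels give as 8 weeks. The methods describe acclimation, surgery, recovery and self-administration of mice of that age, and the age at killing is not stated. Linear RNA was digested with RNase R, an exonuclease that spares circles, before labeling. The cocaine group received 0.75 mg/kg per infusion in sessions of 2 h. The sample labels place the killing of the mice directly after the last session, and the methods give a limit of 2 h. The labels number 4 replicates per group and the figure legends give n = 4 per group, whereas the description of the series gives 3 mice. The tests here treat the 4 arrays of a group as 4 separate mice, which the labels do not state. The authors extracted the spot intensities with GenePix Pro, applied quantile normalization in R and removed circRNAs that were not flagged above 2 times the background. The R package, the background correction and the averaging of spots are not given in the sources used here. The deposited values are log2 intensities of the circRNAs that remained, and they were used without further normalization. The median log2 intensity was 7.93, 7.93, 7.61 and 7.62 on cocaine arrays 1 to 4 and 7.86, 7.80, 7.89 and 7.80 on saline arrays 1 to 4. Each array's highest value was between 15.96 and 16.00, near the maximum of the scanner, and was held by at most 5 circRNAs of that array. The groups were compared with limma, with Benjamini-Hochberg adjustment over all circRNAs in the table. The files used here identify each circRNA by an array probe and do not pair the probes with circRNA names, host genes or chromosomal positions. The number of arrays limits the precision of each value.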

Quality control of RNA isolation and labeling efficiency including RNA quantification, RNA integrity, gDNA contamination, labeling efficiency, and array image of each sample were displayed in Supplementary Fig. 1. A total of 795 circRNAs were identified above background levels (representing 44.2% of the total 1797 circRNAs detected), 11.3% (90 of 795) of which were significantly differentially expressed. 

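Of the 795 striatal circRNAs, 55 were up-regulated and 227 were down-regulated in the cocaine group at an adjusted p under 0.05 from limma. The up-regulated circRNAs made up 6.92% of all measured, with a median log2 fold change of 0.82. The down-regulated circRNAs made up 28.6%, with a median log2 fold change of -0.88. The 4 cocaine arrays lay above all 4 saline arrays for 52 of the 55 up-regulated circRNAs, and below all of them for 222 of the 227 down-regulated circRNAs. Over all circRNAs measured, the groups did not overlap for 299, or 37.6%, where chance gives 2.86%. The remaining 513 circRNAs did not pass the test. Other scalings of the arrays moved this division to 84 up and 190 down when each array was centred on its median, 95 up and 162 down after a second quantile normalization, and 112 up and 152 down after cyclic loess. Up-regulated circRNAs numbered 128 with array weights, 34 among circRNAs brighter than the median, 26 without saline array 2 and 25 without saline array 4. Down-regulated circRNAs numbered 100 among the 397 circRNAs brighter than the median.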

The expression was considered to be significantly altered through a combination of statistical significance (*p* ≤ 0.05 and fold change ≥ 2.0).

Based on the initial circRNAs set, we used PCA to perform an unsupervised examination to discriminate cocaine-administrated group from control group. As shown in PCA plot, cocaine-administrated mice were clearly separated from saline-treated mice (Fig. 2a), suggesting that striatal circRNA expression was affected by cocaine self-administration. These selected circRNAs were confirmed again with clustered image map and heat map (Fig. 2b). 

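The first principal component of the striatal circRNA values set the 4 cocaine arrays apart from the 4 saline arrays without overlap and held 51.4% of the variance. The mean score was 8.63 ± 9.26 (SD, n = 4) in the cocaine group and -8.63 ± 2.95 (SD, n = 4) in the control group. This difference of 17.3 gave p = 0.0286 in a two-sided exact permutation test, the smallest p that 4 arrays against 4 allow. The scores of the cocaine arrays were 18.5, 14.5, 0.70 and 0.78, and those of the saline arrays were -10.3, -11.7, -5.03 and -7.55. The second component held 28.3% of the variance, and its scores gave p = 0.257 in the same exact permutation test between the groups. On it, cocaine arrays 3 and 4 scored 16.0 and 9.26, whereas cocaine arrays 1 and 2 scored -3.25 and -6.08. The components were computed on the circRNAs of the deposited table, each centred on its mean and not scaled. When a saline array was left out, the groups did not overlap on the first component either, but the exact permutation p lay between 0.0857 and 0.114. No other assignment then gave a larger difference in the same direction, and the two-sided test also counts the opposite direction. When a cocaine array was left out, the exact permutation p was 0.0286. From the separation in its PCA plot, the paper proposes that cocaine self-administration affected circRNA expression in the striatum.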

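Average-linkage clustering of the 90 circRNAs that passed the thresholds of the methods placed the 4 cocaine arrays on one branch and the 4 saline arrays on the other. These circRNAs were selected on the same 8 arrays. With all measured circRNAs, the first division was between cocaine arrays 1 and 2 and the other 6 arrays, both with Euclidean distance and with correlation distance. It was between the groups when each circRNA was first centred and correlation distance was used. In each of these trees, the 3 branches formed by the first divisions were cocaine arrays 1 and 2, cocaine arrays 3 and 4, and the saline arrays. As a set, the saline arrays resembled each other more closely than the cocaine arrays did. The Pearson correlation across circRNAs, which are not independent replicates, was 0.967 to 0.990 among the saline arrays. It was 0.914 to 0.981 among the cocaine arrays and 0.879 to 0.961 between the groups. Within the cocaine group, it was 0.981 between arrays 1 and 2, 0.975 between arrays 3 and 4, and 0.914 to 0.938 for the other pairs. Among the circRNAs up-regulated at least 2-fold according to limma, the median log2 difference from the saline mean was 2.14 on cocaine array 1, 1.81 on array 2, 0.84 on array 3 and 0.77 on array 4. Among those down-regulated at least 2-fold, it was -1.33, -1.06, -1.21 and -1.01 on the same arrays.

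**Figure D1:**
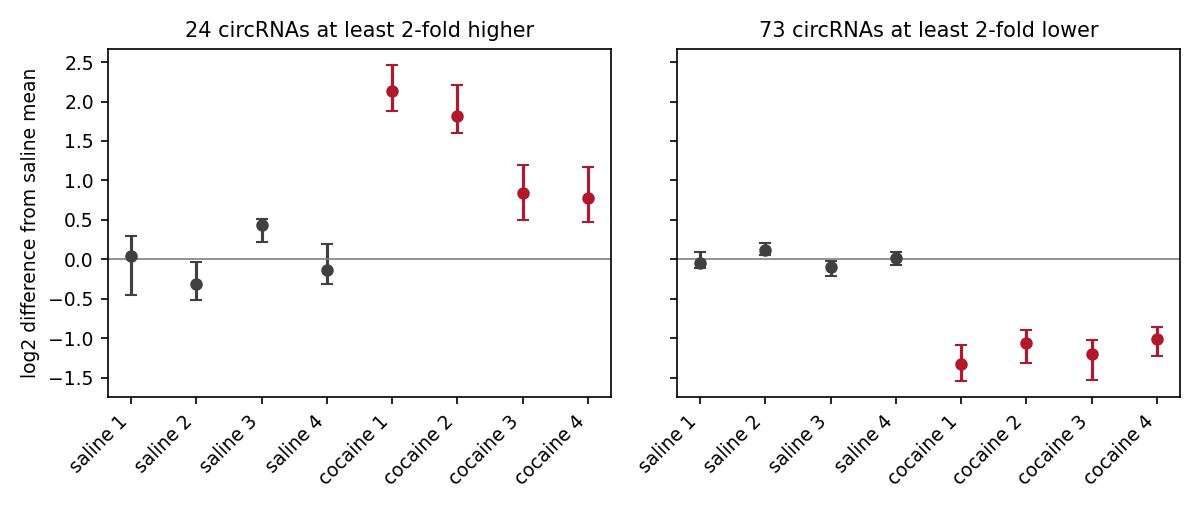
Log2 difference of each array from the saline mean, as the median (point) and the interval from the lower to the upper quartile (bar), over the 24 circRNAs up-regulated at least 2-fold (left) and the 73 down-regulated at least 2-fold (right) at an unadjusted p of 0.05 or less from limma. The up-regulated circRNAs stand higher on cocaine arrays 1 and 2 than on cocaine arrays 3 and 4, and the down-regulated circRNAs stand between -1.33 and -1.01 on all 4 cocaine arrays.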

Clustered image map showed the relative change of circRNA expression between cocaine and control groups. The data clearly illustrated circRNAs expressed in cocaine-administrated mice was different from that in saline-treated mice. Heat map represented the expression values of a panel of cocaine group relative to control group.

**Fig. 2:**
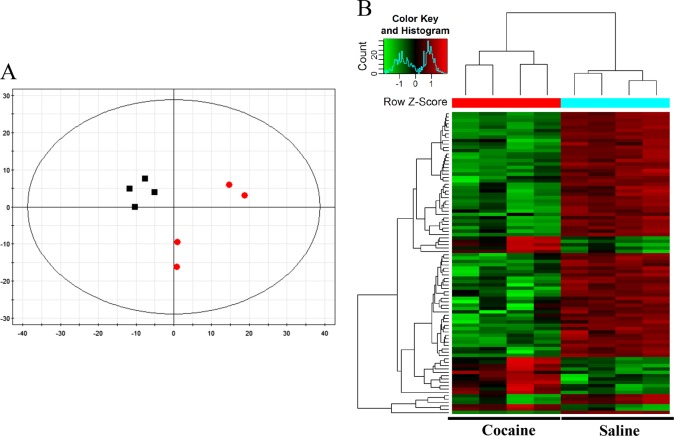
CircRNA expression profile in dorsal striatum of cocaine self-administrated mice. **a** PCA reveals separation between groups for 1797 circRNAs. The red represents the cocaine self-administration (*n* = 4) and the black represents the control subjects (*n* = 4). **b** Heat map and hierarchical cluster analysis of the differentiall expressed circRNAs after cocaine self-administration. Hierarchical clustering analysis was conducted to compare the differentially expressed circRNAs between the two groups (*n* = 4/group). Heat map shows the expression level of a panel of cocaine group relative to control. Each column represents the indicated one sample. Each row represents circRNAs. The color change indicates relative change according to the scale shown; red represents positive fold change and green represents negative fold change

### Identification of differentially expressed circRNA profiles-induced by cocaine

By using volcano plot filtering, differentially changed circRNAs with statistical significance between the two groups were identified. 

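Most circRNAs of the dorsal striatum, 693 or 87.2% of those measured, differed by less than 2-fold between cocaine-administrated and saline-treated mice. The mean log2 intensity was higher in the cocaine group for 341 circRNAs and lower for 454. Across circRNAs, which are not independent replicates, the group means had a Pearson correlation of 0.955. The median log2 fold change of all circRNAs was -0.14 in the deposited values, -0.07 when each array was centred on its median, 0.00 after a second quantile normalization and 0.05 after cyclic loess.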

We utilized Scatter Plot to analyze circRNA expression variation between cocaine group and control group (Fig. 3a). 

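On the axis of fold change, 28 circRNAs were at least 2-fold higher and 74 at least 2-fold lower in the cocaine group. Of these, 4 of the higher and 1 of the lower had an unadjusted p above 0.05 from limma. On the axis of significance, 98 higher and 262 lower circRNAs had an unadjusted p of 0.05 or less. Most of the circRNAs that passed this criterion changed by less than 2-fold, namely 74 of the higher and 189 of the lower. The smallest adjusted p over all circRNAs was 0.000161 from limma.

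**Figure D2:**
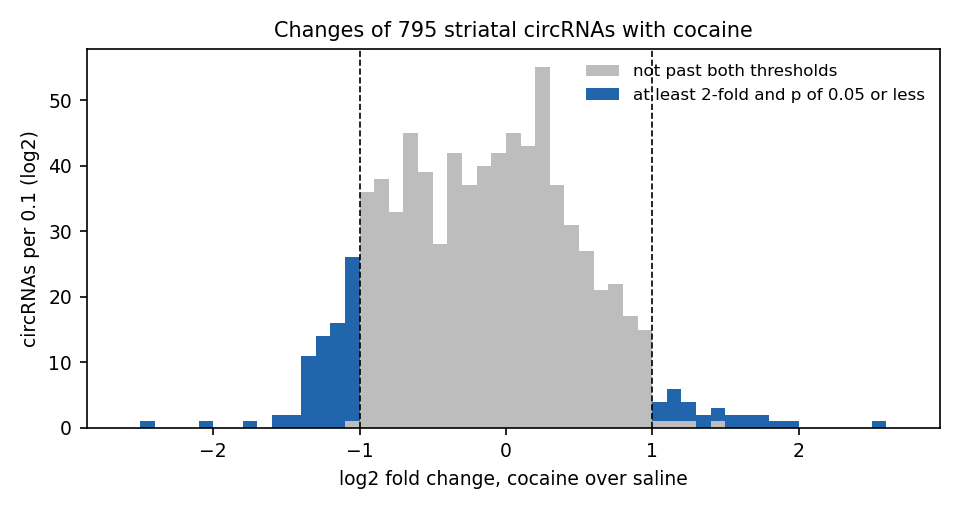
Number of circRNAs (vertical axis) in each interval of 0.1 of the log2 fold change, cocaine over saline (horizontal axis), over the 795 circRNAs of the deposited table. Dashed lines mark a 2-fold change, and blue bars the circRNAs that also had an unadjusted p of 0.05 or less from limma, more of which lie on the lower side.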

The Volcano plot showed the alteration of fold change of two-fold up and down [Log2 (fold change), *x*-axis], respectively, and *p* = 0.05 [Log10 (*p* value), *y*-axis] for circRNA (Fig. 3b). As a result, 90 circRNAs were identified to be differentially modulated by fold change ≥ 2.0 and *P* ≤ 0.05. Among them, 72 circRNAs were down-regulated whereas 18 circRNAs were up-regulated (Fig. 3c). 

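At a fold change of at least 2 and an unadjusted p of 0.05 or less from limma, 97 striatal circRNAs differed between the cocaine group and the control group, or 12.2% of those measured. The two-sided t-test with equal variances, the test that the methods name, selected 90 circRNAs at the same thresholds, or 11.3%. All 90 were among the 97 selected with limma. Without the criterion of fold change, the t-test gave an unadjusted p of 0.05 or less for 335 circRNAs and limma for 360. After Benjamini-Hochberg adjustment of the t-test, 11 up-regulated and 70 down-regulated circRNAs remained past both thresholds.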

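With limma, 24 circRNAs were up-regulated and 73 were down-regulated at least 2-fold in the dorsal striatum of cocaine-administrated mice at an unadjusted p of 0.05 or less. The median log2 fold change was 1.37 among the up-regulated circRNAs and -1.16 among the down-regulated circRNAs, with a range from -2.42 to -1.01. The adjusted p from limma was also under 0.05 for 16 of the up-regulated and 72 of the down-regulated circRNAs. Over the alternatives these counts lay between 5 and 53 and between 28 and 89, with 46 up and 28 down after cyclic loess. The probe ASCRMP000699 had a log2 intensity of 6.43 ± 0.69 (SD, n = 4) in the cocaine group and 3.84 ± 0.43 (SD, n = 4) in the control group. Its adjusted p was 0.00161 from limma, but its value on saline arrays 2, 3 and 4 was the lowest of all circRNAs on that array, so no exact fold is given. ASCRMP000053 rose 3.86-fold, from 5.36 ± 0.44 (SD, n = 4) to 7.31 ± 0.86 (SD, n = 4), with an adjusted p of 0.00824 from limma. The rise was unequal, with 7.98, 8.11, 6.62 and 6.51 on cocaine arrays 1 to 4. Its saline values, 4.73 to 5.70, lay under the lower quartile of each saline array. ASCRMP001351 showed the largest decrease, from 12.06 ± 0.13 (SD, n = 4) in the control group to 9.64 ± 0.26 (SD, n = 4) in the cocaine group, and was 5.35-fold lower with a standard error of 0.16 on the log2 scale. ASCRMP000054 was 4.08-fold lower, at 11.30 ± 0.66 (SD, n = 4) against 13.33 ± 0.38 (SD, n = 4), with an adjusted p of 0.00302 from limma. Each of these 4 probes, chosen among circRNAs without overlap between the groups, kept its direction and an adjusted p under 0.05 from limma under each scaling tried. Filters that kept circRNAs above the lower quartile or above the median of mean intensity removed both ASCRMP000699 and ASCRMP000053, which were dim. The division into up- and down-regulated circRNAs was 34 and 54 when each array was centred on its median, 39 and 46 after a second quantile normalization, and 53 and 29 after cyclic loess. With one array left out, the up-regulated circRNAs numbered 42 without cocaine array 3 and 43 without cocaine array 4. Array weights gave 58 up and 83 down, and circRNAs brighter than the median gave 9 up and 36 down.

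**Figure D3:**
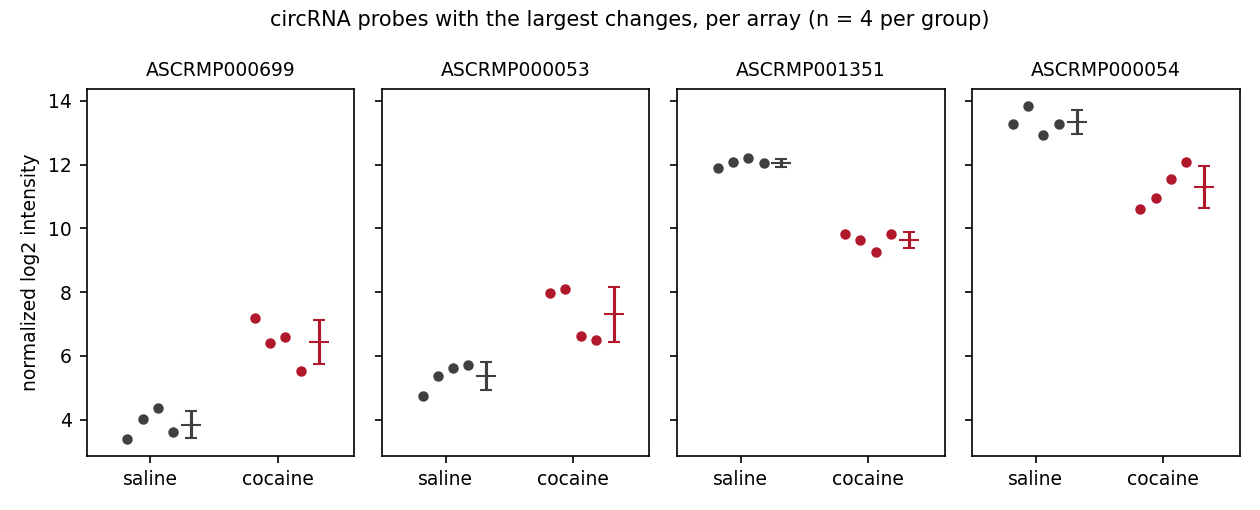
Normalized log2 intensity (vertical axis) of the 4 circRNA probes on each array, with points for the 4 saline arrays (dark) and the 4 cocaine arrays (red) and a cross bar for the mean ± SD of each group. The cocaine arrays lie above the saline arrays for ASCRMP000699 and ASCRMP000053 and below them for ASCRMP001351 and ASCRMP000054.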

The distribution of the differentially expressed circRNAs on the chromosomes is shown in Fig. 3d. List of circRNAs with significant differences between two groups was displayed in Supplementary Table S2.

**Fig. 3:**
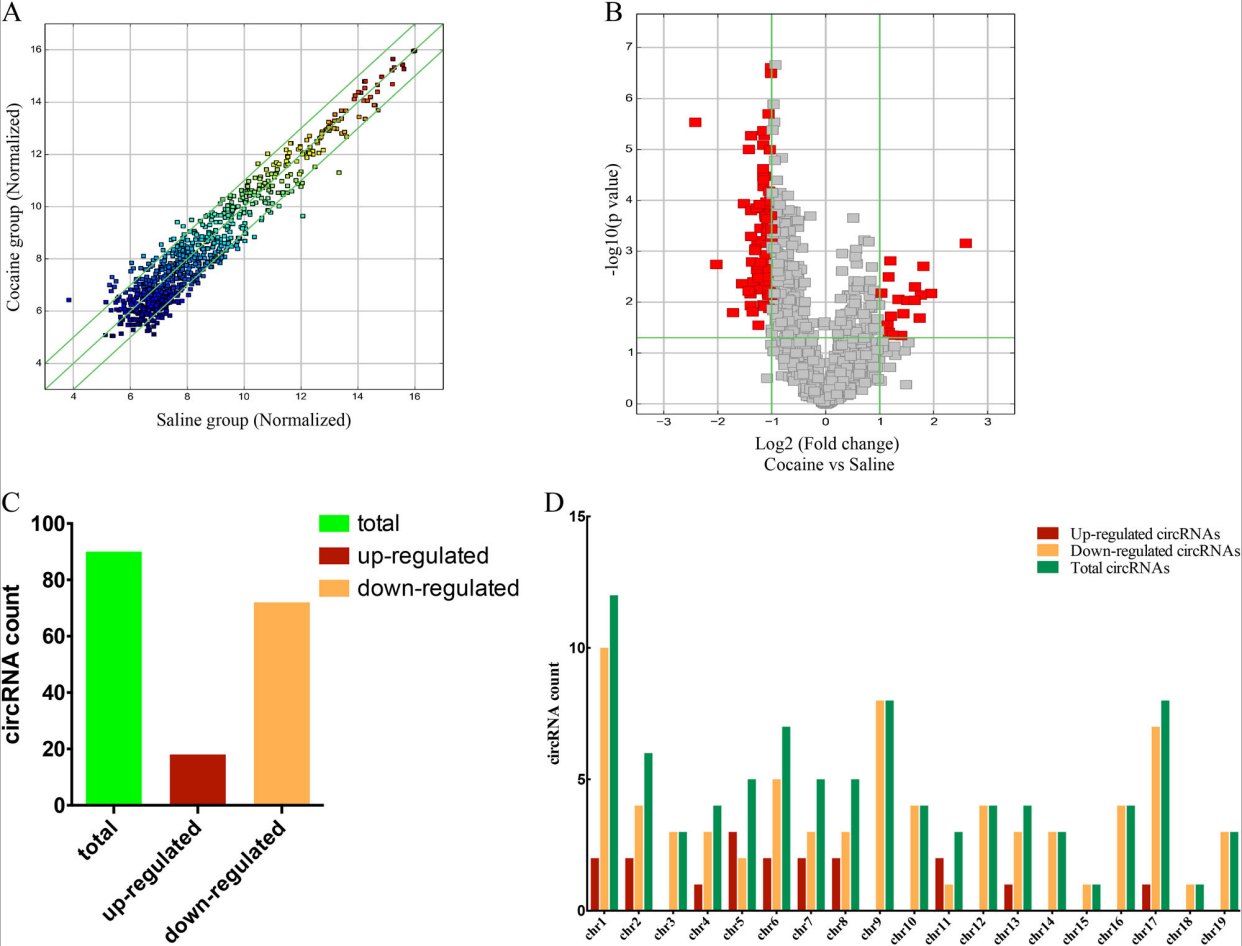
Expression levels of striatal circRNAs induced by cocaine. **a** The Scatter-Plot is used to analyze the variation of circRNA expression between samples or groups. The values of *X-* and *Y*-axis in the Scatter-Plot are normalized (log2 scaled). The green lines represent fold change lines. CircRNAs above the top green line and below the bottom green line indicate more than 2.0 fold change of circRNAs between cocaine group and saline group. **b** Volcano plot indicates the fold change (two-fold up and down), respectively [Log2 (fold change), *x*-axis] and *p* = 0.05 [Log10 (*p* value), *y*-axis] for circRNAs. The red point in the plot represents the differentially expressed circRNA with statistical significance. **c** Considering the fold change and *p*-values, 18 circRNAs were up-regulated and 72 were down-regulated. **d** The distribution of differentially expressed circRNAs in chromosomes

To validate the microarray results, we randomly selected six differentially expressed circRNAs (fold-change ≥ 2.0; *P* ≤ 0.05), including two up-regulated circRNAs and four down-regulated circRNAs, and validated their expression levels by qRT-qPCR analysis. The results showed that two circRNAs (mmu_circRNA_002179, mmu_circRNA_002381) were overexpressed, while four circRNAs (mmu_circRNA_003585, mmu_circRNA_012342, mmu_circRNA_014222, mmu_circRNA_017361) were under-expressed. These data showed that the result of circRNAs expression from microarray analysis was well consistent with that of qRT-PCR test (Supplementary Fig. 2).

### Construction of the circRNA/miRNA interaction network

Based on TargetScan and miRanda database, we utilized a conserved seed-matching sequence and a software (Arraystar) for miRNA target prediction to theoretically predict the interaction between circRNAs and their target miRNAs^28^. All the differentially expressed circRNAs were predicted according to the complementary miRNA matching sequence. Each circRNA and its potential top five complementary binding miRNAs were shown (Supplementary Table S2). Furthermore, we used mirSVR algorithm to score and rank the efficiency of the predicted miRNA targets. The differentially expressed circRNAs were annotated with detailed information of circRNA/miRNA interactions. We used Cytoscape to delineat the entire network of circRNA/miRNA interaction (Fig. 4a–c). For example, the detailed annotation for mmu_circRNA_002381/mmu-miR-138-5p interaction was displayed in Fig. 4d. Other annotations for circRNA/miRNA interaction were displayed in Supplementary Figs. 3–5.

**Fig. 4:**
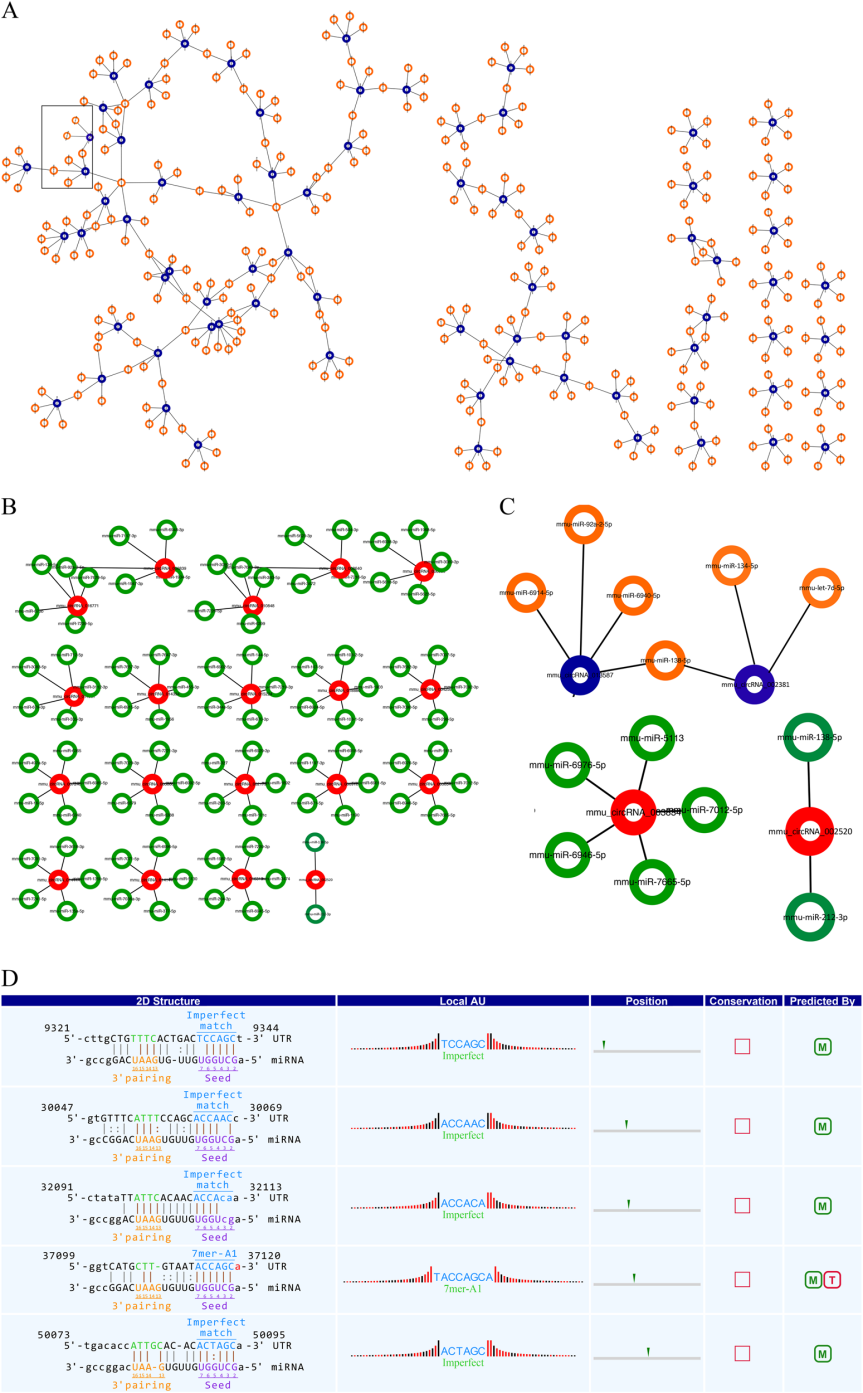
Cytoscape delineates the network of interaction between circRNA and miRNA. **a** The network consists of down-regulated circRNAs (blue nodes) and their target miRNAs (orange nodes). **b** The network contains up-regulated circRNAs (red nodes) and their target miRNAs (green nodes). **c** A magnified network of mmu_circRNA_002381, mmu_circRNA_013587, mmu_circRNA_003834 and mmu_circRNA_002520 and their target miRNAs is presented. **d** The detailed annotation for mmu-miR-138-5p/mmu_circRNA_002381 interaction

### Backward prediction based on plasticity- and addiction-associated miRNAs

Emerging evidence show that striatal miRNAs play important roles in neuroplasticity and memory. Moreover, circRNAs consist of shared MREs for binding miRNA. What if we backward predict the circRNAs based on those plasticity- and addiction-associated miRNAs? Striatal miRNA-212 controls cocaine intake through cyclic AMP response element-binding (CREB) signaling; moreover, MeCP2 controls BDNF and cocaine intake through homeostatic interactions with miRNA-212^5,6^. Cocaine-induced conditioned place preference was regulated by miR-124, let-7d and miR-181a in the nucleus accumbens^29,30^. MiR-134 modulates neuroplasticity and memory through SIRT1^31^. MiR-128 controls neuronal excitability and motor behavior in mice^32^. Interestingly, backward prediction based on those aforementioned plasticity- and addiction-associated miRNAs (Supplementary Table S3) revealed that mmu_circRNA_002381 contained 10 binding sites for miR-138, 10 binding sites for let-7d and 15 binding sites for miR-134, while mmu_circRNA_002520 contained 33 miR-138 binding sites and 29 miR-212 target sites, respectively. More interestingly, mmu_circRNA_003834 contained 13 miR-138 binding sites, which was significantly up-regulated in cocaine self-administration group. The associations between these miRNAs and their target circRNAs were also annotated in Supplementary Fig. 6. We found that cocaine self-administration up-regulated mmu_circRNA_002381 and mmu_circRNA_003834 while down-regulated mmu_circRNA_002520 (Fig. 5a). To confirm these changes in cocaine-treated striatum, we continued to detect the expression levels of these three circRNAs in the cocaine-induced locomotor activity model. Importantly, we found that cocaine induced the same alteration as those in mmu_circRNA_002381, mmu_circRNA_002520 and mmu_circRNA_003834 (Fig. 5b).

**Fig. 5:**
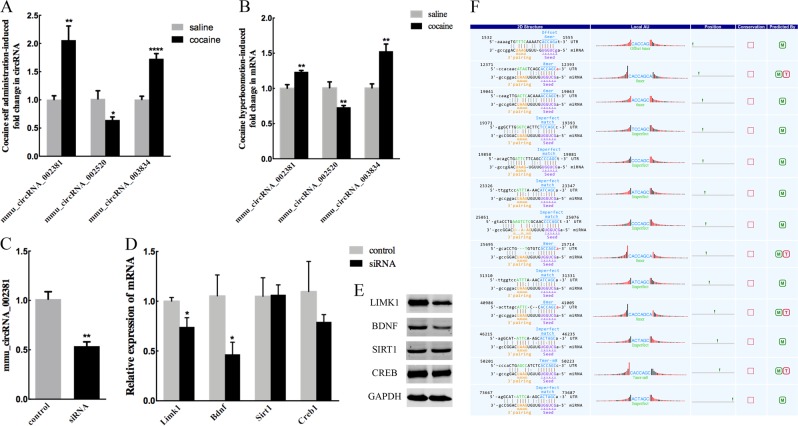
Knockdown of mmu_circRNA_002381 inhibits the expressions of certain genes. **a** Cocaine self-administration induces mmu_circRNA_002381 and mmu_circRNA_003834 up-regulation, while mmu_circRNA_002520 was down-regulated. **b** Cocaine hyperlocomotor behavior induces the same modification as those in mmu_circRNA_002381, mmu_circRNA_002520 and mmu_circRNA_003834. **c** The expression level of mmu_circRNA_002381 was detected after si-mmu_circRNA_002381 treatment in N2a cells. **d**, **e** The mRNA and protein expressions of neuroplasticity genes, such as *limk1, bdnf, sirt1*, and *creb1* were detected following knockdown of mmu_circRNA_002381 using si-mmu_circRNA_002381. **f** Detailed annotation for mmu-miR-138-5p/mmu_circRNA_003834 interaction is displayed. *P < 0.05, **P < 0.01, ***P < 0.001

### RNA interference and transfection assay

To explore the potential role of mmu_circRNA_002381 in gene expression, we used mmu_circRNA_002381-specific siRNA to knockdown mmu_circRNA_002381 and then detected the expression level of genes associated with neural plasticity and drug addiction in N2a cells in vitro. We found that the specific siRNA clearly down-regulated the expression of mmu_circRNA_002381 (Fig. 5c); moreover, the mRNA and protein expressions of the genes measured were down-regulated, such as *limk1* and *bdnf* (Fig. 5d, e). These results indicated that mmu_circRNA_002381 might play a role in cocaine reward, at least in part, via acting as miRNAs sponges. Mmu-miR-138-5p was also observed to sponge to mmu_circRNA_003834 with 13 potential binding sites. The detailed annotation for mmu-miR-138-5p/mmu_circRNA_003834 interaction was displayed in Fig. 5f.

## Discussion

Cocaine induces profound alterations in the expression of genes in brain reward systems, and cocaine dependence is commonly thought to be a disorder of neuroplasticity. In these pathological processes, miRNAs play important roles in regulating the complex actions of cocaine in brain reward circuits and neuroadaptation associated with addiction. However, emerging evidence shows the interactions between circRNAs and miRNAs as well as their roles in various physiological and pathological processes, particularly through sequestering endogenous RNA mechanism. In this study, we used circRNA microarray and bioinformatic analysis to investigate the differentially expressed striatal circRNAs after cocaine self-administration. The circRNA expression profiles revealed that 18 circRNAs were significantly up-regulated and 72 circRNAs down-regulated in the dorsal striatum of cocaine self-administering mice. We annotated the circRNA/miRNA interaction for the differentially expressed circRNAs, and performed a detailed annotation for representing the binding sites of circRNAs and their conserved MREs. Our results show that circRNAs might be involved in the processes of cocaine reward via acting as miRNA sponges (Supplementary Fig. 7). Nevertheless, circRNA/miRNA interactions and their roles in cocaine effect need to be experimentally validated in future research.

### CircRNAs, acting as miRNA sponges, may be involved in cocaine effect

CircRNAs have many miRNA binding sites to bind competitively to miRNAs. Thus, circRNAs, usually acting as miRNA sponges, may alleviate the inhibitory effects of miRNAs on target molecules, thereby regulating gene expression. Here, we discuss the potential circRNAs involved in cocaine effect and the underlying mechanism. Mmu_circRNA_017196 was down-regulated in the dorsal striatum of cocaine-treated mice. Based on the analysis of circRNA/miRNA network, we found that mmu_circRNA_017196 interacts with miR-128-3p. Interestingly, it has been known that miR-128 controls the motor activity of mice by weakening the expression of ion channels and signaling molecules of extracellular signal-regulated kinase network that modulates neuronal excitability^32^. Moreover, miR-128 over-expression weakens neuronal responsiveness and motor activity of mice. Therefore, we assume that mmu_circRNA_017196 down-regulation induced by cocaine may be involved in cocaine effect through up-regulating miR-128. Further studies are needed to address this point. Mmu_circRNA_013587 was down-regulated in cocaine-treated mice. Through the analysis of circRNA/miRNA network, we found that mmu_circRNA_013587 interacts with miR-138, which directly targets depalmitoylation enzyme acyl-protein-thioesterase 1, thus regulating dendritic spine size^33,34^. As MiR-138 is locally enriched at synaptic sites, we assume that it may participate in synaptic mechanisms. In addition, *sirt1* has recently been identified to be a target of miR-138^35^, and is associated with synaptic plasticity modulation and memory formation^31^. Therefore, it is conceivable that mmu_circRNA_013587 might be involved in cocaine reward through modulating miR-138 expression.

Striatal mmu_circRNA_005522 was down-regulated after cocaine self-administration, and circRNA/miRNA network revealed that circRNA_005522 interacts with miR-135a-5p and miR-135b-5p. MiR-135 contributes to the spine remodeling in hippocampal neurons through modulating the expression of its target gene complexin-1/2^36,37^. In addition, we found that cocaine up-regulated mmu_circRNA_008640, which may modulate dopamine D1 receptor gene (DRD1) expression by interacting with miR-504-3p. It has been known that DRD1 is associated with nicotine dependence, and miR-504 up-regulates DRD1 expression by targeting the DRD1 3′ UTR^38^. Other potential regulatory circRNAs, such as mmu_circRNA_010647, mmu_circRNA_017361, and mmu_circRNA_012180, interact respectively with two miR-8 family members, miR-200c-5p and miR-141-5p, which are down-regulated by cocaine^39^.

In addition, we found that there are still some other circRNAs modified by cocaine, such as mmu_circRNA_017196/miR-188-3p, mmu_circRNA_003585/miR-29b-2-5p, mmu_circRNA_003195/miR-181d-5p, mmu_circRNA_013774/miR-32-3p, mmu_circRNA_001535/miR-219a-5p, and mmu_circRNA_004122/miR-26b-3p. These circRNAs target some neuroplasticity-specific miRNAs, which have been shown to participate in cocaine effects, such as miR-188, miR-29a/b, miR-181, miR-32, and miR-219. Therefore, these circRNAs may also be involved in sequestering miRNAs and blocking their interactions with target mRNAs. For example, miR-188, an activity-regulated miRNA that regulates synaptic plasticity, plays a role in synaptic plasticity by buffering the expression of Nrp-2, which induces the repulsion of neuronal growth cones expressing Nrp-2^40^. MiR-29a/b regulates dendritic spine morphology by directly targeting the mRNA encoding for *arpc3*, a subunit of ARP2/3 actin nucleation complex^41,42^. MiR-181 down-regulation leads to an up-regulation of the excitatory receptor GluA2^40^. Prohormone convertase PC2 (also known as *pcsk2*) indicates the dendritic synthesis and processing. It is targeted by miR-32, which is up-regulated by cocaine^3^. CaMKII family is critical for regulating NMDA signaling that regulates NMDA-R activity, and can be locally translated in dendrites to enhance neuroplasticity^43^. MiR-219 regulates the expression of CaMKII in the brains of mice^44^. Moreover, miR-26b down-regulates BDNF expression^45^.

### MiRNAs targeted by circRNA are closely associated with addiction-relevant genes

In this study, cocaine self-administration induced mmu_circRNA_002381 and mmu_circRNA_003834 up-regulation but mmu_circRNA_002520 down-regulation. Backward prediction based on plasticity- and addiction-associated miRNAs reveals that mmu_circRNA_002381 and mmu_circRNA_003834 contain 10 and 13 binding sites for miR-138, respectively; moreover, mmu_circRNA_002520 contains 33 miR-138 binding sites and 29 miR-212 target sites. In addition, miR-138 mediates the formation of spine structure and is involved in modulation of functional synaptic plasticity^46^. Although the *sirt1* is one of the miR-138 targets^35^, the expression of *sirt1* is no significantly changed by si-mmu_circRNA_002381 treatment (Fig. 5d, e).

Interestingly, in this study, siRNA-mediated mmu_circRNA_002381 down-regulation in N2a cells increased the expressions of *limk1* and *bdnf*, which are the targets of miR-138 (TargetScanMouse). Thinking above together with our findings, we assume that mmu_circRNA_002381 may play a role in cocaine reward via acting as miRNAs sponges.

Except for acting as miRNA sponges, circRNAs may affect neuronal function through various mechanisms. For example, circRNAs interact with proteins and regulate their activities; moreover, circRNAs recruit the components of different protein complexes, just like CDR1as binding with Argonaute protein^47–50^. CircRNAs act as translation templates to encode proteins^51^, thus exerting specific effects and modulating protein–protein interactions. In addition, circRNAs is localized in the cytoplasm and nucleus. Nuclear circRNAs could therefore modulate transcriptional activity of genes in the neurons^52,53^. For instance, PAIP2 up-regulation by circPAIP2 may modulate contextual memory^54^. Further research needs to be conducted to elucidate the potential effect of circRNAs in combining with certain proteins.

It was reported that by using deep RNA profiling, circHomer1 in the dendrites of neurons was found to be significantly up-regulated by development and plasticity^14^. However, we did not detect this circRNA in our microarray analysis. Limited circRNA probes may attribute to this phenomenon because Arraystar Mouse circRNA Array (6 × 7K, Arraystar) had no circHomer1 probe.

In summary, circRNAs which are potentially associated with diseases in Circ2Traits database, such as Parkinson’s disease and Alzheimer’s disease, show the role of circRNAs as miRNA sponges^55^. In this study, we show a modified expression pattern for a large set of striatal circRNAs related to neuroplasticity in cocaine-treated mice, suggesting the role of circRNAs in cocaine addiction. It is necessary to explore the underlying mechanisms by which circRNAs act as miRNA sponges to modulate cocaine effect in the future.

## Supplementary information

Supplementary figure legends

Figure S1 (A) Array images of saline sample and cocaine sample. sal, saline-treated mice; coc, cocaine-treated mice. (B) RNA quantification of quality assurance by NanoDrop ND-1000. (C) RNA integrity and gDNA contamination test by denaturing agarose gel electrophoresis.

Figure S2 (A) Quantitative RT-PCR confirmation for 6 selected circRNAs. (B) The expression of 6 selected circRNAs by microarray between cocaine group and saline group.

Figure S3 The annotations for circRNA/miRNA interaction are displayed in CircRNA-MREs.

Figure S4 The full size of image for the network consists of down-regulated circRNAs (blue nodes) and their target miRNAs (orange nodes).

Figure S5 The full size of image for the the network contains up-regulated circRNAs (red nodes) and their target miRNAs (green nodes).

Figure S6 The associations between the miRNAs and their target circRNAs are annotated in MREs for backward prediction.

Figure S7 The diagram models the mechanism of circRNA in cocaine self-administration.

Table S1 RT-PCR primers used to validate the microarray data.

Table S2 List of the differentially expressed circRNAs.

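Table S3 gives the paper's backward prediction, which starts from miRNAs tied to plasticity or addiction and searches circRNA sequences for their binding sites. Each entry pairs a miRNA with a circRNA and gives the number of predicted sites, the type of seed match of each, and scores of the match. The context scores come from TargetScan, where a more negative value means a better predicted site. The structure score and the energy come from miRanda, where a higher structure score and a more negative energy mean stronger predicted pairing. An imperfect site has a mismatch or a wobble pair within the seed, the stretch near the 5' end of the miRNA that guides target recognition. As read here, the paper's table holds 45 pairs of 27 circRNAs with 4 miRNAs, and 15 of the circRNAs are listed for more than 1 of these. No listed pair has fewer than 10 sites, so a pair that is not listed may still have some. The paper lists 19 circRNAs for let-7d-5p, 18 for miR-138-5p, 7 for miR-134-5p and 1 for miR-212-3p. Of the paper's predicted sites, 69.7% were imperfect for let-7d-5p, 52.9% for miR-138-5p and 25.3% for miR-134-5p, for which the site types of 1 pair do not sum to its total. The circRNA with the most sites in the paper's table is mm9_circ_002520, with 33 for miR-138-5p and 29 for miR-212-3p, all of them imperfect. The sequences searched were 38888 to 98008 nt long according to the table, and a longer sequence offers more places for a site by chance. According to the paper's methods, the sequences were derived from a BED file, which lists positions in the genome. The methods do not say whether introns were removed, so these lengths may cover a whole genomic interval rather than the joined exons of the circle. The sites may thus lie outside the mature circRNA. These values are sequence predictions and hold no measurement of the arrays.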

Table S3 List of circRNAs predicted from miRNAs.

## Data Availability

The datasets for this study can be found in GEO (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE112370).

# Supplementary material for: Cocaine induces differential circular RNA expression in striatum
**Source:** Transl Psychiatry. 2019 Aug 21;9:199. doi: 10.1038/s41398-019-0527-1
**Supplement:** Supplementary file 1 — Supplementary figure legends

**Supplementary figure legends**

**Supplementary Fig.1.** **(A)** Array images of saline sample and cocaine sample. sal, saline-treated mice; coc, cocaine-treated mice. **(B)** RNA quantification of quality assurance by NanoDrop ND-1000. **(C)** RNA integrity and gDNA contamination test by denaturing agarose gel electrophoresis.

**Supplementary Fig.2.** **(A)** Quantitative RT-PCR confirmation for 6 selected circRNAs. **(B)** The expression of 6 selected circRNAs by microarray between cocaine group and saline group.

**Supplementary Fig.3.** The annotations for circRNA/miRNA interaction are displayed in CircRNA-MREs.

**Supplementary Fig.4.** The full size of image for the network consists of down-regulated circRNAs (blue nodes) and their target miRNAs (orange nodes).

**Supplementary Fig.5.** The full size of image for the the network contains up-regulated circRNAs (red nodes) and their target miRNAs (green nodes).

**Supplementary Fig.6.** The associations between the miRNAs and their target circRNAs are annotated in MREs for backward prediction.

**Supplementary Fig.7.** The diagram models the mechanism of circRNA in cocaine self-administration.

# Supplementary material for: Cocaine induces differential circular RNA expression in striatum
**Source:** Transl Psychiatry. 2019 Aug 21;9:199. doi: 10.1038/s41398-019-0527-1
**Supplement:** Supplementary file 7 — Figure S6 The associations between the miRNAs and their target circRNAs are annotated in MREs for backward prediction.

2D Structure	Local AU	Position	Conservation	Predicted By
7798<br>5'-ggacATGTTAGCT-CTACTTCa-3' UTR<br>3'-uugaUACGUUGGAUGAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3'pairing Seed				
23193<br>5'-gtaTATGAAGGCCT-CTATCTCa-3' UTR<br>3'-uugAUACGU-UUGGAUGAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3'pairing Seed				
25583<br>5'-ggggATTGACCT-CTATCTCc-3' UTR<br>3'-uugaUACGUUGGAUGAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3'pairing Seed				
29042<br>5'-cgCTATGCGGT---CTATCTCt-3' UTR<br>3'-uuGAUACGUUGGAUGAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3'pairing Seed				
30177<br>5'-cgCTACTACTA-CTACTACTTCt-3' UTR<br>3'-uuGAU-ACGUUGGAUGAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3'pairing Seed				
30198<br>5'-tagTACTGCTACTGCTACTTCt-3' UTR<br>3'-uugAU-ACGUUG--GAUGAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3'pairing Seed				
31051<br>5'-agaaATGGAATCTAGACCCGCTCa-3' UTR<br>3'-uugaUACGUUGGAU---GAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3'pairing Seed				
31325<br>5'-tcCCAGGCAATCTGACTACCTCt-3' UTR<br>3'-uuGAUACGUUGGA-UGAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3'pairing Seed				
60228<br>5'-ttcacaGTGATCTACCTGCTCt-3' UTR<br>3'-uugauaCGUUGGAU-GAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3'pairing Seed				
65658<br>5'-acTTATGCCCACTCCATCTCc-3' UTR<br>3'-uuGAUAC-GUUGGAUGAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3'pairing Seed				
74013<br>5'-ctcacaGTGATCTACCTGCTCt-3' UTR<br>3'-uugauaCGUUGGAU-GAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3'pairing Seed				
82971<br>5'-gcCTGCTGTGACTTCCACCTCc-3' UTR<br>3'-uuGAU-ACGUUGGAUGAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3'pairing Seed				

2D Structure	Local AU	Position	Conservation	Predicted By
1318<br>5'-tgCCATCTGA CCTGC TGCCTCt -3' UTR<br>3'-uuGAUACGUUGGAUGAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3'pairing Seed			☐	M
4217<br>5'-tgCTTTGC--CCTGAC TGCCTCt -3' UTR<br>3'-uuGAUACGUUGGA-UGAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3'pairing Seed			☐	M
4820<br>5'-tcCTAGGC-ACCTAGCTC TGCCTCt -3' UTR<br>3'-uuGAUACGUUGGAU--GAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3'pairing Seed			☐	M
12306<br>5'-aggccTTCAC TCTGC TGCCTCc -3' UTR<br>3'-uugauACGUUGGAUGAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3'pairing Seed			☐	M
20005<br>5'-acaatTCCAAGGCTGC TGCCTCt -3' UTR<br>3'-uugauACGUU-GGAUGAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3'pairing Seed			☐	M
20886<br>5'-ggTTGTGCTGCTTGCT TATCTTt -3' UTR<br>3'-uuGAUACGUUGGAUGAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3'pairing Seed			☐	M
34396<br>5'-aaCTCAGAAATCTGCC TGCCTCt -3' UTR<br>3'-uuGAUACGUUGGAU-GAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3'pairing Seed			☐	M
47736<br>5'-gaaaaagatagacACTACCTCa-3' UTR<br>3'-uugauacguuggaUGAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3'pairing Seed			☐	M T
71109<br>5'-ctCAATG--ACTTCC TGCCTCt -3' UTR<br>3'-uuGAUACGUUGGAUGAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3'pairing Seed			☐	M
74361<br>5'-caggAGGCACTCACTGCCTCc -3' UTR<br>3'-uugaUACGUUGGAUGAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3'pairing Seed			☐	M
79778<br>5'-ctgacTGCTTCCAAC TACCTTgg-3' UTR<br>3'-uugauACGUUGGAUGAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3'pairing Seed			☐	M

2D Structure	Local AU	Position	Conservation	Predicted By
4021 7mer-m8 4041 5'-aaCTAGTGTGG--TTC**TACCTC**t-3' UTR 3'-uuGAU-ACGUUGGAUG**AUGGAG**a-5' miRNA 16 15 14 13 7 6 5 4 3 2 3'pairing Seed	7mer-m8			
5028 Imperfect match 5048 5'-caggAAGTATCCT-CT**TACTTC**t-3' UTR 3'-uugaUACGUUGGAUG**AUGGAG**a-5' miRNA 16 15 14 13 7 6 5 4 3 2 3'pairing Seed	Imperfect			
21264 7mer-m8 21285 5'-gtCTAGGGTGTAAC**TACCTC**t-3' UTR 3'-uuGAUACGUUGGAUG**AUGGAG**a-5' miRNA 16 15 14 13 7 6 5 4 3 2 3'pairing Seed	7mer-m8			
31267 7mer-m8 31287 5'-ctTTATCTATGT-CT**TACCTC**c-3' UTR 3'-uuGAUACGUUGGAUG**AUGGAG**a-5' miRNA 16 15 14 13 7 6 5 4 3 2 3'pairing Seed	7mer-m8			
31332 Imperfect match 31353 5'-taaaca**cTA**ACTTCT**TACTTC**t-3' UTR 3'-uugauacGUUGGAUG**AUGGAG**a-5' miRNA 16 15 14 13 7 6 5 4 3 2 3'pairing Seed	Imperfect			
33320 Imperfect match 33343 5'-aaCTATAGAGACTTTCT**TACTTC**t-3' UTR 3'-uuGAUA-CGUUG-GAUG**AUGGAG**a-5' miRNA 16 15 14 13 7 6 5 4 3 2 3'pairing Seed	Imperfect			
39633 Imperfect match 39657 5'-caaTATGCCAGTACCAC**TATCTC**t-3' UTR 3'-uugAUAC--GUUG-GAUG**AUGGAG**a-5' miRNA 16 15 14 13 7 6 5 4 3 2 3'pairing Seed	Imperfect			
41196 7mer-m8 41217 5'-gaactccCAATCTTCT**TACCTC**c-3' UTR 3'-uugauacGUUGGAUG**AUGGAG**a-5' miRNA 16 15 14 13 7 6 5 4 3 2 3'pairing Seed	7mer-m8			
41734 7mer-m8 41756 5'-agtgATAGCATCCACC**TACCTC**t-3' UTR 3'-uugaUA-CGUUGGAUG**AUGGAG**a-5' miRNA 16 15 14 13 7 6 5 4 3 2 3'pairing Seed	7mer-m8			
46631 Imperfect match 46652 5'-atCTCAC**CAG**CCCC**TGCCTC**c-3' UTR 3'-uuGAUACGUUGGAUG**AUGGAG**a-5' miRNA 16 15 14 13 7 6 5 4 3 2 3'pairing Seed	Imperfect			
49418 Imperfect match 49440 5'-gtCTGAGT**CAG**CCCTCT**TGCCTC**t-3' UTR 3'-uuGAUA**C-GU**UGGAUG**AUGGAG**a-5' miRNA 16 15 14 13 7 6 5 4 3 2 3'pairing Seed	Imperfect			

2D Structure	Local AU	Position	Conservation	Predicted By
5764<br>5'-ccacAGGTAGTCAGCTATCTCa-3' UTR<br>3'-uugaUACGUUGGAUGAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3' pairing Seed			☐	M
18951<br>5'-taCTCTGAAATCCACCTGCCTCt-3' UTR<br>3'-uuGAUA CGUUGGAU-GAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3' pairing Seed			☐	M
19165<br>5'-tcTTATG-AGGCTACTCTACCTCt-3' UTR<br>3'-uuGAUA CGUUGGAU-GAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3' pairing Seed			☐	M T
20343<br>5'-ttCCATAGGAGCC-ACTACTTCT-3' UTR<br>3'-uuGAUA CGUUGGAUGAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3' pairing Seed			☐	M
25953<br>5'-ttCTGT-CAACCCAGCTGCCTCa-3' UTR<br>3'-uuGAUA CGUUGGAU-GAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3' pairing Seed			☐	M
43360<br>5'-gtaacTCCAACt-CTACCTCt-3' UTR<br>3'-uugauA CGUUGGAUGAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3' pairing Seed			☐	M T
46141<br>5'-taCAAAcCATTCTCTCTACCTCt-3' UTR<br>3'-uuGAUA CGUUGGAU-UGAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3' pairing Seed			☐	M T
48481<br>5'-ggcagcaCACCATACTACTTCa-3' UTR<br>3'-uugaua CGUUGG-AUGAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3' pairing Seed			☐	M
53354<br>5'-ctgTAAACTACCTACCTACTCTCt-3' UTR<br>3'-uugAUA CGUUGGAU-GAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3' pairing Seed			☐	M T
65228<br>5'-ggcagcaCACCATACTACTTCa-3' UTR<br>3'-uugaua CGUUGG-AUGAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3' pairing Seed			☐	M
67826<br>5'-ttTTCTGCTACCTGCTGTCTCt-3' UTR<br>3'-uuGAUA CGUUGGAUGAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3' pairing Seed			☐	M

2D Structure	Local AU	Position	Conservation	Predicted By
4373<br>5'-tgCCATCTGACCTGCTGCCTCt-3' UTR<br>3'-uuGAUACGUUGGAUGAUGGAGa-5' miRNA<br>16151413 765432<br>3'pairing Seed			☐	M
7272<br>5'-tgCTTTGC--CCTGACTGCCTCc-3' UTR<br>3'-uuGAUACGUUGGA-UGAUGGAGa-5' miRNA<br>16151413 765432<br>3'pairing Seed			☐	M
7875<br>5'-tcCTAGGC-ACCTAGCTCTGCCTCt-3' UTR<br>3'-uuGAUACGUUGGAU--GAUGGAGa-5' miRNA<br>16151413 765432<br>3'pairing Seed			☐	M
15361<br>5'-aggccTTCACCTCTGCTGCCTCc-3' UTR<br>3'-uugauACGUUGGAUGAUGGAGa-5' miRNA<br>16151413 765432<br>3'pairing Seed			☐	M
23060<br>5'-acaatTCCAAGGCTGCTGCCTCt-3' UTR<br>3'-uugauACGUU-GGAUGAUGGAGa-5' miRNA<br>16151413 765432<br>3'pairing Seed			☐	M
23941<br>5'-ggTTGTGCTGCTTGCTATCTTt-3' UTR<br>3'-uuGAUACGUUGGAUGAUGGAGa-5' miRNA<br>16151413 765432<br>3'pairing Seed			☐	M
37451<br>5'-aaCTCAGAAATCTGCCTGCCTCt-3' UTR<br>3'-uuGAUACGUUGGAU-GAUGGAGa-5' miRNA<br>16151413 765432<br>3'pairing Seed			☐	M
50791<br>5'-gaaaaagatagacACTACCTCa-3' UTR<br>3'-uugauacguuggaUGAUGGAGa-5' miRNA<br>16151413 765432<br>3'pairing Seed			☐	M T
74164<br>5'-ctCAATG--ACTTCCGCTCt-3' UTR<br>3'-uuGAUACGUUGGAUGAUGGAGa-5' miRNA<br>16151413 765432<br>3'pairing Seed			☐	M
77416<br>5'-caggAAGCCACTCACGCTCc-3' UTR<br>3'-uugaUACGUUGGAUGAUGGAGa-5' miRNA<br>16151413 765432<br>3'pairing Seed			☐	M

2D Structure	Local AU	Position	Conservation	Predicted By
3430<br>5'-gcCT-TGAAATCTACCTGCCTCt-3' UTR<br>3'-uuGAUACGUUGGAU-GAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3' pairing Seed			☐	M
3648<br>5'-ccCTA-GTGACATACCTGCCTCt-3' UTR<br>3'-uuGAUACGUUGGAUGAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3' pairing Seed			☐	M
8006<br>5'-aaCTCAGAAATCTGCCCTGCCTCt-3' UTR<br>3'-uuGAUACGUUGGAU-GAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3' pairing Seed			☐	M
12762<br>5'-gaaaagacAGAC-ACTACCTCca-3' UTR<br>3'-uugauacGUUGGAUGAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3' pairing Seed			☐	M T
19782<br>5'-gtaacaGCAGTTTCACTACTTCa-3' UTR<br>3'-uugauacGUUGGA-UGAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3' pairing Seed			☐	M
38912<br>5'-gcgctctctcCTCGCTGCCTCt-3' UTR<br>3'-uugauacguuGGAUGAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3' pairing Seed			☐	M
39476<br>5'-aaCTCAGAAATCTGCCCTGCCTCt-3' UTR<br>3'-uuGAUACGUUGGAU-GAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3' pairing Seed			☐	M
40196<br>5'-gaTTGGCCAGCACTTCTACCTCca-3' UTR<br>3'-uuGAUACGUUG-GAUGAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3' pairing Seed			☐	M T
47703<br>5'-acaaagacAGAC-ACTACCTCca-3' UTR<br>3'-uugauacguuGGAUGAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3' pairing Seed			☐	M T
48042<br>5'-atCTCTGCATGTATATTACCTCca-3' UTR<br>3'-uuGAUACGUU-UGAUGAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3' pairing Seed			☐	M T
56586<br>5'-gcCTATGCTTCAGCTCCCTGCCTC-3' UTR<br>3'-uuGAUACG--UUGGAUGAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3' pairing Seed			☐	M
69077<br>5'-gcaTATGTGACCTCAAAGCCCTGCCTCc-3' UTR<br>3'-uugAUACGUUGGA---U--GAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3' pairing Seed			☐	M
77394<br>5'-tcaaagacAAAC-ACTACCTCca-3' UTR<br>3'-uugauacguuGGAUGAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3' pairing Seed			☐	M T
86748<br>5'-aaCTCAGAAATCTGCCCTGCCTCt-3' UTR<br>3'-uuGAUACGUUGGAU-GAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3' pairing Seed			☐	M
90403<br>5'-ttgagtctccagatCTACCTCt-3' UTR<br>3'-uugauacguuuggaugAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3' pairing Seed			☐	M T

2D Structure	Local AU	Position	Conservation	Predicted By
642 5'-tgCCATCTGACCTGCTGCCTCt-3' UTR 3'-uuGAUACGUUGGAUGAUGGAGa-5' miRNA 3'pairing Seed	TGCCTC<br>Imperfect		☐	M
3541 5'-tgCTTTGC--CCTGACTGCCTCc-3' UTR 3'-uuGAUACGUUGGA-UGAUGGAGa-5' miRNA 3'pairing Seed	TGCCTC<br>Imperfect		☐	M
4144 5'-tcCTAGGC-ACCTAGCTCTGCCTCt-3' UTR 3'-uuGAUACGUUGGAU--GAUGGAGa-5' miRNA 3'pairing Seed	TGCCTC<br>Imperfect		☐	M
11630 5'-aggccTTCACCTCTGCTGCCTCc-3' UTR 3'-uugauACGUUGGAUGAUGGAGa-5' miRNA 3'pairing Seed	TGCCTC<br>Imperfect		☐	M
19329 5'-acaatTCCAAGGCTGCTGCCTCt-3' UTR 3'-uugauACGUU-GGAUGAUGGAGa-5' miRNA 3'pairing Seed	TGCCTC<br>Imperfect		☐	M
20210 5'-ggTTGTGCTGCTTGCTATCTTt-3' UTR 3'-uuGAUACGUUGGAUGAUGGAGa-5' miRNA 3'pairing Seed	TATCTT<br>Imperfect		☐	M
33720 5'-aaCTCAGAAATCTGCCCTGCCTCt-3' UTR 3'-uuGAUACGUUGGAU-GAUGGAGa-5' miRNA 3'pairing Seed	TGCCTC<br>Imperfect		☐	M
47060 5'-gaaaaagatagacACTACCTCa-3' UTR 3'-uugauacguuggaUGAUGGAGa-5' miRNA 3'pairing Seed	CTACCTCA<br>8mer		☐	M T
70433 5'-ctCAATG--ACTTCCCTGCCTCt-3' UTR 3'-uuGAUACGUUGGAUGAUGGAGa-5' miRNA 3'pairing Seed	TGCCTC<br>Imperfect		☐	M
73685 5'-caggAAGCCACTCACCTGCCTCc-3' UTR 3'-uugaUACGUUGGAUGAUGGAGa-5' miRNA 3'pairing Seed	TGCCTC<br>Imperfect		☐	M

2D Structure	Local AU	Position	Conservation	Predicted By
193<br>5'-tgCTTTGC--CCTGAC **TGCCTC** c-3' UTR<br>3'-uuGAUAC **CGUU** GGA-UG **AUGGAG** a-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3'pairing Seed			☐	M
796<br>5'-tcCTAGGC-ACCTAGCTC **TGCCTC** t-3' UTR<br>3'-uuGAUAC **CGUU** GGAU--G **AUGGAG** a-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3'pairing Seed			☐	M
8282<br>5'-aggcc **TCAC** TCTGC **TGCCTC** c-3' UTR<br>3'-uugau **ACGUU** GGAUG **AUGGAG** a-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3'pairing Seed			☐	M
15981<br>5'-acaat **TCCA** AGGCTGC **TGCCTC** t-3' UTR<br>3'-uugau **ACGUU** -GGAUG **AUGGAG** a-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3'pairing Seed			☐	M
16862<br>5'-ggTTGT **GCTG** CTTGC **TATCTT** t-3' UTR<br>3'-uuGAUAC **CGUU** GGAUG **AUGGAG** a-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3'pairing Seed			☐	M
30372<br>5'-aaCTCAGAA **ATCT** GC **TGCCTC** t-3' UTR<br>3'-uuGAUAC **CGUU** GGAU-G **AUGGAG** a-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3'pairing Seed			☐	M
43712<br>5'-gaaaa **gata** gacAC **TACCTC** a-3' UTR<br>3'-uugaua **cg** u **gg** aUG **AUGGAG** a-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3'pairing Seed			☐	M T
67085<br>5'-ctCAATG--ACTTC **TGCCTC** t-3' UTR<br>3'-uuGAUAC **CGUU** GGAUG **AUGGAG** a-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3'pairing Seed			☐	M
70337<br>5'-caggA **AGCC** ACTC **TGCCTC** c-3' UTR<br>3'-uugaUA **CGUU** GGAUG **AUGGAG** a-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3'pairing Seed			☐	M
77947<br>5'-tgCCAT **GTGA** CTGC **TGCCTC** t-3' UTR<br>3'-uuGAUAC **CGUU** GGAUG **AUGGAG** a-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3'pairing Seed			☐	M
79679<br>5'-gggtcc **TGA** CCTGTGGC **TACCTC** c-3' UTR<br>3'-uugaua **c** GUU **GGA** --UG **AUGGAG** a-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3'pairing Seed			☐	M T

2D Structure	Local AU	Position	Conservation	Predicted By
8087 8108 5'-gctccgtCATTAAC**TACCTC**a-3' UTR 3'-uugauac**GUU**GGAUG**AUGGAG**a-5' miRNA 3'pairing Seed	8mer		☐	M T
12805 12827 5'-aactcaaa**AA**CCTGCC**TGCCTC**t-3' UTR 3'-uugauac**GUU**GGAUG**AUGGAG**a-5' miRNA 3'pairing Seed	Imperfect		☐	M
16570 16592 5'-aaCTCT**GAA**TCTGCC**TGCCTC**t-3' UTR 3'-uuGAUAC**GUU**GGAUG**AUGGAG**a-5' miRNA 3'pairing Seed	Imperfect		☐	M
19920 19942 5'-aaCTCAG**AA**TTTACC**TGCCTC**t-3' UTR 3'-uuGAUAC**GUU**GGAUG**AUGGAG**a-5' miRNA 3'pairing Seed	Imperfect		☐	M
20246 20268 5'-ttCTTG**GG**AGTCTAGC**TGCCTC**t-3' UTR 3'-uuGAUAC**GUU**GGAUG**AUGGAG**a-5' miRNA 3'pairing Seed	Imperfect		☐	M
23019 23041 5'-aaCTCAG**AA**ACCTGT**TGCCTC**t-3' UTR 3'-uuGAUAC**GUU**GGAUG**AUGGAG**a-5' miRNA 3'pairing Seed	Imperfect		☐	M
26127 26148 5'-aaaTCT**GCC**AGTCT-**TGCCTC**c-3' UTR 3'-uugAUAC**GUU**GGAUG**AUGGAG**a-5' miRNA 3'pairing Seed	Imperfect		☐	M
27192 27214 5'-aaTTAT**GTACA**ATTGC**TACCTC**t-3' UTR 3'-uuGAUAC**GUU**GGAUG**AUGGAG**a-5' miRNA 3'pairing Seed	7mer-m8		☐	M T
32210 32231 5'-gggtag**agt**ACCTTC**TACTTC**t-3' UTR 3'-uugauac**GUU**GGAUG**AUGGAG**a-5' miRNA 3'pairing Seed	Imperfect		☐	M
38273 38292 5'-atCCAT**GT**-GCCT-**TGCCTC**t-3' UTR 3'-uuGAUAC**GUU**GGAUG**AUGGAG**a-5' miRNA 3'pairing Seed	Imperfect		☐	M
52115 52136 5'-acaacc**CTG**AATT**CTACCTC**a-3' UTR 3'-uugauac**GUU**GGAUG**AUGGAG**a-5' miRNA 3'pairing Seed	8mer		☐	M T

2D Structure	Local AU	Position	Conservation	Predicted By
6720<br>5'-gcCT-TGAAATCTACC **TGCCTC** t-3' UTR<br>3'-uuGAUACGUUGGAU-GAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3' pairing Seed	 TGCCTC<br>Imperfect		☐	M
6938<br>5'-ccCTA-GTGACATAC **TGCCTC** t-3' UTR<br>3'-uuGAUACGUUGGAU-GAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3' pairing Seed	 TGCCTC<br>Imperfect		☐	M
11296<br>5'-aaCTCAGAAATCTGCC **TGCCTC** t-3' UTR<br>3'-uuGAUACGUUGGAU-GAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3' pairing Seed	 TGCCTC<br>Imperfect		☐	M
16052<br>5'-gaaaag **aCAGAC** -ACT **TACCTC** a-3' UTR<br>3'-uugaua **cGUUGGAUGAUGGAG** a-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3' pairing Seed	 CTACCTCA<br>8mer		☐	M T
23072<br>5'-gtaaca **GCAGTTT** CAC **TACTTC** a-3' UTR<br>3'-uugaua **cGUUGGA** -UG **AUGGAG** a-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3' pairing Seed	 TACTTC<br>Imperfect		☐	M
42202<br>5'-gcgctt **ctct** CCTGC **TGCCTC** t-3' UTR<br>3'-uugaua **cguu** GGAUG **AUGGAG** a-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3' pairing Seed	 TGCCTC<br>Imperfect		☐	M
42766<br>5'-aaCTCAGAAATCTGCC **TGCCTC** t-3' UTR<br>3'-uuGAUACGUUGGAU-GAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3' pairing Seed	 TGCCTC<br>Imperfect		☐	M
43486<br>5'-gaTTGG **CCAGC** ACTT **C** T **ACCTC** a-3' UTR<br>3'-uuGAUACGUUG-GAUG **AUGGAG** a-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3' pairing Seed	 CTACCTCA<br>8mer		☐	M T
50993<br>5'-acaaag **aCAGAC** -ACT **TACCTC** a-3' UTR<br>3'-uugaua **cGUUGGAUGAUGGAG** a-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3' pairing Seed	 CTACCTCA<br>8mer		☐	M T
51332<br>5'-atCTCT **GCATG** TATAT **TACCTC** a-3' UTR<br>3'-uuGAUAC **GU** -UGGAUG **AUGGAG** a-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3' pairing Seed	 TTACCTCA<br>7mer-A1		☐	M T
59876<br>5'-gcCTAT **GCTTC** AGCTCC **TGCCTC** c-3' UTR<br>3'-uuGAUAC **CG--** UUGGAUG **AUGGAG** a-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3' pairing Seed	 TGCCTC<br>Imperfect		☐	M
72367<br>5'-gcaTAT **GTGAC** CTCAAAGCC **TGCCTC** c-3' UTR<br>3'-uugAUAC **CGUUGGA** ---U--GAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3' pairing Seed	 TGCCTC<br>Imperfect		☐	M
80684<br>5'-tcaaag **aCAAC** -ACT **TACCTC** a-3' UTR<br>3'-uugaua **cGUUGGAUGAUGGAG** a-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3' pairing Seed	 CTACCTCA<br>8mer		☐	M T

2D Structure	Local AU	Position	Conservation	Predicted By
3490<br>5'-aatggcGCCACCTAC **TGCCTT** c-3' UTR<br>3'-uugauaCGUUGGAUGAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3' pairing Seed			☐	M
22129<br>5'-agCTTG **GTG** ACCTCC **TATCTC** t-3' UTR<br>3'-uuGAUA **CGU** UGGAUGAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3' pairing Seed			☐	M
25927<br>5'-tgCTGG **GATG** ACTAC **TACTTC** a-3' UTR<br>3'-uuGAUA **CGU** UGGAUGAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3' pairing Seed			☐	M
35090<br>5'-ggggAT **TTG** ACCT-C **TATCTC** c-3' UTR<br>3'-uugaUA **CGU** UGGAUGAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3' pairing Seed			☐	M
41961<br>5'-tatgAT **GGA** TGATGC **TACCTC** a-3' UTR<br>3'-uugaUA **CGU** UG-GAUGAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3' pairing Seed			☐	M T
46574<br>5'-caagGT **GC** -ACTTCC **TGCCTC** t-3' UTR<br>3'-uugaUA **CGU** UGGAUGAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3' pairing Seed			☐	M
71395<br>5'-tgCTAT **GC** -ACC-AC **TACTTT** t-3' UTR<br>3'-uuGAUA **CGU** UGGAUGAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3' pairing Seed			☐	M
72977<br>5'-aatgggt **CA** ACATTC **TACTTC** c-3' UTR<br>3'-uugaua **cGU** UGGAUGAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3' pairing Seed			☐	M
78632<br>5'-tatacc **GTG** AC--AC **TACCTC** t-3' UTR<br>3'-uugaua **CGU** UGGAUGAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3' pairing Seed			☐	M T
84760<br>5'-tagTGG **GCA** AATT-CT **TACCTC** c-3' UTR<br>3'-uugAU **ACGU** -UGGAUGAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3' pairing Seed			☐	M T
91013<br>5'-acaaAT **GC** ACCCCATC **TGCCTC** t-3' UTR<br>3'-uugaUA **CGU** -UGGAU-GAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3' pairing Seed			☐	M

2D Structure	Local AU	Position	Conservation	Predicted By
7228<br>5'-aatggcGCCACCTACTGCCTTc-3' UTR<br>3'-uugauaCGUUGGAUGAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3' pairing Seed			☐	M
25867<br>5'-agCTTGGTGACCTCCATATCTc-3' UTR<br>3'-uuGAUACGUUGGAUGAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3' pairing Seed			☐	M
29665<br>5'-tgCTGGGATGACTACTACTTca-3' UTR<br>3'-uuGAUACGUUGGAUGAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3' pairing Seed			☐	M
38828<br>5'-ggggATTGACCT-CATATCTc-3' UTR<br>3'-uugaUACGUUGGAUGAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3' pairing Seed			☐	M
45699<br>5'-tatgATGGAATGATGCTACCTCa-3' UTR<br>3'-uugaUACGUUG-GAUGAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3' pairing Seed			☐	M T
50312<br>5'-caagGTGC-ACCTCCGCGCTc-3' UTR<br>3'-uugaUACGUUGGAUGAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3' pairing Seed			☐	M
75133<br>5'-tgCTATGC-ACC-ACGACTTTt-3' UTR<br>3'-uuGAUACGUUGGAUGAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3' pairing Seed			☐	M
76715<br>5'-aatgggtCAACATTCGACTTCc-3' UTR<br>3'-uugauaCGUUGGAUGAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3' pairing Seed			☐	M
82370<br>5'-tataccGTGAC--ACTACCTc-3' UTR<br>3'-uugauaCGUUGGAUGAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3' pairing Seed			☐	M T
88498<br>5'-tagTGGGCAATT-CTACCTC-3' UTR<br>3'-uugAUACGUUGGAUGAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3' pairing Seed			☐	M T
94751<br>5'-acaaATGCACCCCATCTGCGCTc-3' UTR<br>3'-uugaUACGU-UUGAU-GAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3' pairing Seed			☐	M

2D Structure	Local AU	Position	Conservation	Predicted By
8291 5'-caaact**ACC**acattct**ACCTT**cc-3' UTR 3'-uugauACGUUGGAUGAGGAgA-5' miRNA 7mer-m8 3' pairing Seed	CTACCTC 7mer-m8		☐	(M) (T)
10227 5'-atctAI-**CTAT**CTATCTATCTt-3' UTR 3'-uugAUACGUUGGAU-**G**AUGGAgA-5' miRNA Imperfect match 10248 3' pairing Seed	TATCTC Imperfect		☐	(M)
21447 5'-ctCA**ATT**CA**TG**TTCT**ACCT**Tt-3' UTR 3'-uugAUACGUUGGAUGAGGAgA-5' miRNA 7mer-m8 3' pairing Seed	CTACCTC 7mer-m8		☐	(M) (T)
23077 5'-gaac**CTG**TA**G**-AG**ACT**AC**CTT**c-3' UTR 3'-uugauACGUUGGAUGAGGAgA-5' miRNA 7mer-m8 3' pairing Seed	CTACCTC 7mer-m8		☐	(M) (T)
28929 5'-caacATGA**AA**CGTTCT**ACCT**Tc-3' UTR 3'-uugAUACGUUGGAUGAGGAgA-5' miRNA 7mer-m8 3' pairing Seed	CTACCTC 7mer-m8		☐	(M) (T)
38922 5'-atCT-T**GTA**CC-AC**TG**CC**T**Ca-3' UTR 3'-uugAUACGUUGGAUGAGGAgA-5' miRNA Imperfect match 38941 3' pairing Seed	TGCCCTC Imperfect		☐	(M)
43566 5'-tTT**CTG**CA**GA**AA**CT**AC**CTT**t-3' UTR 3'-uugAUACGUUGGAUGAGGAgA-5' miRNA Offset 6mer 43587 3' pairing Seed	CTACCTC Offset 6mer		☐	(M)
51142 5'-tc**CTC**AG**GA**AT**ACT**AC**CT**Tt-3' UTR 3'-uugAUACGUUG-**G**AU-**G**AUGGAgA-5' miRNA 7mer-m8 3' pairing Seed	CTACCTC 7mer-m8		☐	(M) (T)
79030 5'-aat**GAT**T**CTC**CT**CTG**C**TG**CC**T**Ca-3' UTR 3'-uugAUACGUUGGAUGAGGAgA-5' miRNA Imperfect match 79051 3' pairing Seed	TGCCCTC Imperfect		☐	(M)
96260 5'-ccgg**GTG**TA**G**CC**CA**T**CT**AT**CT**Tt-3' UTR 3'-uugauAC**G**-UU**GGA**UGAGGAgA-5' miRNA Imperfect match 96282 3' pairing Seed	TATCTC Imperfect		☐	(M)

2D Structure	Local AU	Position	Conservation	Predicted By
17088 7mer-m8 17110 5'-ttaTAGGCTTCAATCTACCTCc-3' UTR 3'-uugAUA^{16 15 14 13}CGUUGGAU-G^{7 6 5 4 3 2}AUGGAGa-5' miRNA 3' pairing Seed	CTACCTC 7mer-m8		☐	M T
22471 8mer 22491 5'-ttgcAGGTAA-CAGCTACCTCa-3' UTR 3'-uugaUA^{16 15 14 13}CGUUGGAUG^{7 6 5 4 3 2}AUGGAGa-5' miRNA 3' pairing Seed	CTACCTCA 8mer		☐	M T
24206 7mer-m8 24228 5'-ggaTATAAATAGTAGCTACCTCt-3' UTR 3'-uugAUA^{16 15 14 13}CGU-UGGAUG^{7 6 5 4 3 2}AUGGAGa-5' miRNA 3' pairing Seed	CTACCTC 7mer-m8		☐	M T
29550 Imperfect match 29572 5'-aaCTCAGAAATCTGCC^{16 15 14 13}TGCCTCt-3' UTR 3'-uuGAUA^{7 6 5 4 3 2}CGUUGGAU-G^{7 6 5 4 3 2}AUGGAGa-5' miRNA 3' pairing Seed	TGCCTC Imperfect		☐	M
52140 7mer-m8 52161 5'-ttaatTTCATTCTACTACCTCt-3' UTR 3'-uugauA^{16 15 14 13}CGUUGGAUG^{7 6 5 4 3 2}AUGGAGa-5' miRNA 3' pairing Seed	CTACCTC 7mer-m8		☐	M T
52656 7mer-m8 52676 5'-aaattc^{16 15 14 13}aaAATCT-CTACCTCt-3' UTR 3'-uugaua^{7 6 5 4 3 2}cgUUGGAUG^{7 6 5 4 3 2}AUGGAGa-5' miRNA 3' pairing Seed	CTACCTC 7mer-m8		☐	M T
57518 Imperfect match 57540 5'-ccTTAATCAACTAAGCTATCTCa-3' UTR 3'-uuGAUA^{16 15 14 13}CGUUGGAU-G^{7 6 5 4 3 2}AUGGAGa-5' miRNA 3' pairing Seed	TATCTC Imperfect		☐	M
70264 Imperfect match 70287 5'-acCTTTTCCATCTACAC^{16 15 14 13}TATCTCc-3' UTR 3'-uuGAUA^{7 6 5 4 3 2}CGUUGGA--UG^{7 6 5 4 3 2}AUGGAGa-5' miRNA 3' pairing Seed	TATCTC Imperfect		☐	M
96747 8mer 96769 5'-ataTAAGTTGCTCACCTACCTCa-3' UTR 3'-uugAUA^{16 15 14 13}CGUUGGAU-G^{7 6 5 4 3 2}AUGGAGa-5' miRNA 3' pairing Seed	CTACCTCA 8mer		☐	M T
97031 Imperfect match 97051 5'-aaaTAGGCAA-TGGCTGCCTCa-3' UTR 3'-uugAUA^{16 15 14 13}CGUUGGAUG^{7 6 5 4 3 2}AUGGAGa-5' miRNA 3' pairing Seed	TGCCTC Imperfect		☐	M

2D Structure	Local AU	Position	Conservation	Predicted By
21528<br>5'-tgCTGTCCAGCCTGAGCTGCCTCa-3' UTR<br>3'-uuGAUACGUUGGA--UGAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3' pairing Seed<br>Imperfect match				
23206<br>5'-aaCTCAGAAATCTGCCATGCCTCt-3' UTR<br>3'-uuGAUACGUUGGAU-GAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3' pairing Seed<br>Imperfect match				
33098<br>5'-ctCTATCTCTATCT-CTATCTCt-3' UTR<br>3'-uuGAUA-CGUUGGAUGAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3' pairing Seed<br>Imperfect match				
33122<br>5'-ctCTATCTCTATCT-CTATCTCt-3' UTR<br>3'-uuGAUA-CGUUGGAUGAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3' pairing Seed<br>Imperfect match				
33152<br>5'-ctCTATCTCTACCT-CTACCTCt-3' UTR<br>3'-uuGAUA-CGUUGGAUGAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3' pairing Seed<br>7mer-m8				
33165<br>5'-tctacctCTACCT-CTACCTCt-3' UTR<br>3'-uugauacGUUGGAUGAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3' pairing Seed<br>7mer-m8				
33177<br>5'-tctacctCTACCT-CTACCTCt-3' UTR<br>3'-uugauacGUUGGAUGAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3' pairing Seed<br>7mer-m8				
33189<br>5'-tctacctCTACCT-CTACCTCt-3' UTR<br>3'-uugauacGUUGGAUGAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3' pairing Seed<br>7mer-m8				
33201<br>5'-tctacctCTACCT-CTACCTCt-3' UTR<br>3'-uugauacGUUGGAUGAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3' pairing Seed<br>7mer-m8				
33244<br>5'-ctaTATCTATATCTATCTATCTCt-3' UTR<br>3'-uugAUACGU-UUGAU-GAUGGAGa-5' miRNA<br>16 15 14 7 6 5 4 3 2<br>3' pairing Seed<br>Imperfect match				
46999<br>5'-agagcTGCACATCTGCTACCTac-3' UTR<br>3'-uugauACGU-UGGAUGAUGGAGa-5' miRNA<br>16 15 14 7 6 5 4 3 2<br>3' pairing Seed<br>Offset 6mer				

2D Structure	Local AU	Position	Conservation	Predicted By
3461<br>5'-ctgcGTGCAGACTTCC **TGCCTC** a-3' UTR<br><br>3'-uugaUACGU-UUGAUG **AUGGAG** a-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3'pairing Seed	TGCCTC<br>Imperfect		☐	M
21760<br>5'-ctCTAT-CTGCCT-C **TGCCTC** c-3' UTR<br><br>3'-uuGAUA **CGUU** GGAUG **AUGGAG** a-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3'pairing Seed	TGCCTC<br>Imperfect		☐	M
22058<br>5'-ctcacaGCGATCCTCC **TGCCTC** t-3' UTR<br><br>3'-uugaua **CGUU** -GGAUG **AUGGAG** a-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3'pairing Seed	TGCCTC<br>Imperfect		☐	M
23685<br>5'-tcTTATTGGACCTTC **AACCTC** t-3' UTR<br><br>3'-uuGAUA **CGUU** GGAUG **AUGGAG** a-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3'pairing Seed	AACCTC<br>Imperfect		☐	M
26122<br>5'-gtCTGTTCA **TCCTTC** **AACCTC** t-3' UTR<br><br>3'-uuGAUA **CGUU** GGAUG **AUGGAG** a-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3'pairing Seed	AACCTC<br>Imperfect		☐	M
26293<br>5'-gagcATATTTGACT **TACCTC** t-3' UTR<br><br>3'-uugaUA **CGUU** GGAUG **AUGGAG** a-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3'pairing Seed	BTACCTC<br>7mer-m8		☐	M T
28735<br>5'-ccattaaaaAAAGTACC **TACCTC** t-3' UTR<br><br>3'-uugauacgUUGGAU-G **AUGGAG** a-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3'pairing Seed	BTACCTC<br>7mer-m8		☐	M T
29935<br>5'-agaTG **TGCC** TTCAC **TACTTC** a-3' UTR<br><br>3'-uugAUAC **CGUU** GGA-UG **AUGGAG** a-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3'pairing Seed	TACTTC<br>Imperfect		☐	M
31667<br>5'-ggCGATG--ACTTCC **TATCTC** a-3' UTR<br><br>3'-uuGAUA **CGUU** GGAUG **AUGGAG** a-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3'pairing Seed	TATCTC<br>Imperfect		☐	M
39010<br>5'-atCTGTGT-GCCT-C **TGCCTC** c-3' UTR<br><br>3'-uuGAUA **CGUU** GGAUG **AUGGAG** a-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3'pairing Seed	TGCCTC<br>Imperfect		☐	M

2D Structure	Local AU	Position	Conservation	Predicted By
149<br>5'-aaCAAGGCAGCCTAC <u>AACCTC</u> t-3' UTR<br>: 3'-uuGAUACGUUGGAUGAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3'pairing Seed			☐	M
15239<br>5'-atCT-TGCCCCCAC <u>TGCCTC</u> t-3' UTR<br>: 3'-uuGAUACGUUGGAUGAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3'pairing Seed			☐	M
16921<br>5'-ccagAAGCAACATGCT <u>TGCCTC</u> t-3' UTR<br>: 3'-uugaUACGUUGGAUGAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3'pairing Seed			☐	M
32374<br>5'-ccTTAGGTATTCTCC <u>TGCCTC</u> t-3' UTR<br>: 3'-uuGAUACGUUGGAUGAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3'pairing Seed			☐	M
41023<br>5'-ggacGTACGACTTAAC <u>TGCCTC</u> t-3' UTR<br>: 3'-uugaUACGUUGGA-UGAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3'pairing Seed			☐	M
43134<br>5'-aaCTCAGAAATCCTCC <u>TGCCTC</u> t-3' UTR<br>: 3'-uuGAUACGUUGGAUGAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3'pairing Seed			☐	M
49882<br>5'-aaatcccttGTCT- <u>CTACCTC</u> t-3' UTR<br>: 3'-uugauacguUGGAUGAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3'pairing Seed			☐	M T
54753<br>5'-tcTTTTTCAGTTGTACT <u>TACTTC</u> t-3' UTR<br>: 3'-uuGAUACGUUGG-AUGAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3'pairing Seed			☐	M
58505<br>5'-acagATGCTCCCTCTC <u>TGCCTC</u> t-3' UTR<br>: 3'-uugaUACGUUGGA-UGAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3'pairing Seed			☐	M
60994<br>5'-ctTTCTG-AAGTTT <u>CTACCTC</u> t-3' UTR<br>: 3'-uuGAUACGUUGGAUGAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3'pairing Seed			☐	M T
71275<br>5'-ataatccCAGCCTTC <u>TGCCTC</u> t-3' UTR<br>: 3'-uugauacGUUGGAUGAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3'pairing Seed			☐	M
83251<br>5'-tcCTGTAAACATCTACT <u>TGCCTC</u> t-3' UTR<br>: 3'-uuGAUA-CGUUGGAUGAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3'pairing Seed			☐	M

2D Structure	Local AU	Position	Conservation	Predicted By
1588<br>5'-agagATGC-TCTTGCTGCCTCt-3' UTR<br>3'-uugaUACGUUGGAUGAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3'pairing Seed<br>Imperfect match			☐	M
3299<br>5'-aaCAAAGCATGTGACTATCTCa-3' UTR<br>3'-uuGAUACGUUGGAUGAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3'pairing Seed<br>Imperfect match			☐	M
8096<br>5'-caTTGTGCAACTTACTATCTTg-3' UTR<br>3'-uuGAUACGUUGGAUGAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3'pairing Seed<br>Imperfect match			☐	M
11285<br>5'-ttagATG-AGTCTGCTATCTCt-3' UTR<br>3'-uugaUACGUUGGAUGAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3'pairing Seed<br>Imperfect match			☐	M
14426<br>5'-tgCTACTCACTACCCCTACCTCt-3' UTR<br>3'-uuGAUACGU--UGGAUGAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3'pairing Seed<br>7mer-m8			☐	M T
15797<br>5'-ccCTATGTAGCCCAGGCTACCTCa-3' UTR<br>3'-uuGAUACGUUGGAUGAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3'pairing Seed<br>8mer			☐	M T
17735<br>5'-ttggATTGAGCCT-CTATCTCt-3' UTR<br>3'-uugaUACGUUGGAUGAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3'pairing Seed<br>Imperfect match			☐	M
19139<br>5'-ttcagcGTTATCTGCTACCTCt-3' UTR<br>3'-uugauACGUUGGAUGAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3'pairing Seed<br>7mer-m8			☐	M T
20237<br>5'-tgCTATGT-GCATTCTACCTCa-3' UTR<br>3'-uuGAUACGUUGGAUGAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3'pairing Seed<br>8mer			☐	M T
25568<br>5'-atggtTGCTATTTTCTATCTCt-3' UTR<br>3'-uugauACGUUGGAUGAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3'pairing Seed<br>Imperfect match			☐	M
25820<br>5'-taaggaGAAATCTTCTGCCTCt-3' UTR<br>3'-uugauACGUUGGAUGAUGGAGa-5' miRNA<br>16 15 14 13 7 6 5 4 3 2<br>3'pairing Seed<br>Imperfect match			☐	M

2D Structure	Local AU	Position	Conservation	Predicted By
17874 <u>Imperfect match</u> 17895 5'-agCCAA<u>GCA</u>TCTGC<u>TACTT</u>g -3' UTR 3'-uuGAUA<u>CGU</u>UGGAUG<u>AUGG</u>Aga-5' miRNA 16 15 14 13 7 6 5 4 3 2 3' pairing Seed				
20292 <u>Imperfect match</u> 20314 5'-tctcac<u>cCATA</u>TCTAC<u>TACTT</u>Cc -3' UTR 3'-uugaua<u>cGU</u>-UGGAUG<u>AUGG</u>Aga-5' miRNA 16 15 14 13 7 6 5 4 3 2 3' pairing Seed				
30535 <u>Imperfect match</u> 30556 5'-gggtag<u>aatAC</u>CTTC<u>TACTT</u>Ct -3' UTR 3'-uugaua<u>cgu</u>UGGAUG<u>AUGG</u>Aga-5' miRNA 16 15 14 13 7 6 5 4 3 2 3' pairing Seed				
33848 <u>Imperfect match</u> 33869 5'-gcCCAC<u>GCAG</u>GGTGC<u>TGCCT</u>Ca -3' UTR 3'-uuGAUA<u>CGU</u>UGGAUG<u>AUGG</u>Aga-5' miRNA 16 15 14 13 7 6 5 4 3 2 3' pairing Seed				
56099 <u>Imperfect match</u> 56120 5'-tcCTGT<u>CCAA</u>TATGC<u>TCCCT</u>Cc -3' UTR 3'-uuGAUA<u>CGU</u>UGGAUG<u>AUGG</u>Aga-5' miRNA 16 15 14 13 7 6 5 4 3 2 3' pairing Seed				
60045 <u>Imperfect match</u> 60066 5'-tcagAA<u>GCAG</u>TTAGC<u>TATCT</u>Cc -3' UTR 3'-uugaUA<u>CGU</u>UGGAUG<u>AUGG</u>Aga-5' miRNA 16 15 14 13 7 6 5 4 3 2 3' pairing Seed				
72883 <u>7mer-m8 match</u> 72903 5'-acaaagaCAGAC-AC<u>TACCT</u>Ct -3' UTR 3'-uugaua<u>cGU</u>UGGAUG<u>AUGG</u>Aga-5' miRNA 16 15 14 13 7 6 5 4 3 2 3' pairing Seed				
79964 <u>Imperfect match</u> 79986 5'-aaCTCAGAAATCTGCC<u>TGCCT</u>Ct -3' UTR 3'-uuGAUA<u>CGU</u>UGGAU-GA<u>AUGG</u>Aga-5' miRNA 16 15 14 13 7 6 5 4 3 2 3' pairing Seed				
81344 <u>Imperfect match</u> 81366 5'-aaCTCAGAAATCTGCC<u>TGCCT</u>Ct -3' UTR 3'-uuGAUA<u>CGU</u>UGGAU-GA<u>AUGG</u>Aga-5' miRNA 16 15 14 13 7 6 5 4 3 2 3' pairing Seed				
83842 <u>Imperfect match</u> 83864 5'-atgaAT<u>GTG</u>TATTGAC<u>TATCT</u>Ct -3' UTR 3'-uugaUA<u>CGU</u>-UGGAUG<u>AUGG</u>Aga-5' miRNA 16 15 14 13 7 6 5 4 3 2 3' pairing Seed				

How the deposited data were processed for this re-analysis (not part of the article)

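Circular RNAs were measured in the dorsal striatum on 4 arrays of cocaine-administrated mice and 4 arrays of saline-treated mice. Each array was matched to its group and replicate number by the sample labels, and 0 columns of values were left unmatched.

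The authors hybridized Cy3-labeled RNA treated with RNase R to a mouse circRNA array, extracted spot intensities from the scanned images, applied quantile normalization in R and kept circRNAs flagged above 2 times the background. The deposited values are log2 intensities of 795 circRNAs. The highest probe number among them is 1797. The scanner files were not used here, so the normalization and the filter were not repeated. Another deposited sheet holds a title line and no values, and was not used here.

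From these values, fold changes were computed as the difference of the mean log2 intensity, cocaine minus saline. Each circRNA was tested with limma 3.58.1 (lmFit and eBayes with the default prior, two-sided) in R 4.3.3, with Benjamini-Hochberg adjustment over all circRNAs and a threshold of 0.05. The thresholds of the paper's methods, a fold change of at least 2 and an unadjusted p of 0.05 or less, were applied to the same test and to the t-test with equal variances that the methods name. Principal components were computed on values centred per circRNA, and the difference of mean scores was tested with a two-sided exact permutation test over all 70 assignments of the arrays. The arrays were clustered by average linkage with Euclidean distance and with 1 minus the Pearson correlation. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The number of arrays limits the precision of each value, and intensity near background or near the scanner's maximum limits the size of change that an array can show.

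The tests with limma and of the first component, the alternatives and the rule for naming circRNAs were fixed before the data were examined, although fold changes in the paper's Table S2 and Fig. 3 had been seen by then. The rule named the circRNAs of the paper's text and those with the largest changes among circRNAs with an adjusted p under 0.05 and no overlap between the groups. The files used here do not pair array probes with circRNA names, so the circRNAs of the paper's text were not analysed here. Of the others, the 2 probes with the largest increase and the 2 with the largest decrease are named. The rule had set a larger number, which was reduced later because the probes have no names. Without such names, lists of circRNAs by host gene, by cell type marker or by Table S3 and the distribution over chromosomes were not analysed here. Table S3 was read as the paper's own prediction.

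The alternatives were the t-test, eBayes with a trend and a robust prior (statmod 1.5.0), array weights, median centring of each array, a second quantile normalization, cyclic loess, filters on dim circRNAs, the replicate number as a block, unit variance for the principal components, and leaving out each array in turn. Each was computed with the other choices kept, except that the t-test was also run with adjusted in place of unadjusted p at the 2-fold threshold. A block for the slide or scan was not run, since the labels used here give neither. All 35 divisions of the arrays into groups of 4 were also fitted. The computation was tested on simulated data of 795 circRNAs, of which 200 had a known change, as often up as down. The simulated noise was independent between circRNAs and had the same SD in both groups, unlike the arrays here. The rates therefore check the computation and do not give its performance on these arrays. At an adjusted p under 0.05, it recovered 38.8% of the 1.5-fold changes, 74.6% of the 2-fold changes and 90.9% of the 3-fold changes, and called 2 of the 595 unchanged circRNAs.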

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

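In this part, the tests of cocaine arrays 3 and 4 against saline RNA and of the array level behind the unequal increase were written before their results were seen, and the other tests were chosen after.

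CircRNAs that changed by less than 2-fold lie outside those the paper reports. At an adjusted p under 0.05 from limma, 155 of these were lower with cocaine, with a median log2 fold change of -0.76, and 39 were higher, with a median of 0.72. The higher circRNAs numbered 75 with array weights, 66 after cyclic loess, 64 after a second quantile normalization, and 25, 16 and 14 without saline arrays 1, 2 and 4, and the lower numbered 65 among circRNAs above the median intensity.

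Of the 35 divisions of the arrays into groups of 4, only 1, the real one, gave as many as 227 down-regulated circRNAs at an adjusted p under 0.05, and only 1 gave as many as 55 up-regulated. The highest count of any other division was 0 in both directions. Chance division of the arrays is thus argued against for both counts, although 1 of 35 is the smallest share that these arrays allow.

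At a fold change of at least 2 and an unadjusted p of 0.05 or less, more circRNAs were lower than higher with cocaine, 73 against 24. Chance division is argued against for the 73, since only 1 of 35 divisions gave as many and the highest other count was 39. A shift of dim circRNAs as the whole explanation is argued against by the 318 brightest circRNAs, where the median log2 fold change was -0.02 and 82.1% of the selected circRNAs were lower (72.4% to 86.7% with one array left out), although this share was 53.6% after cyclic loess. The level of whole arrays after the authors' normalization cannot be told apart from an effect of cocaine for this selection: its lower share was 75.3% in the deposited values, 61.4% after median centring, 54.1% after a second quantile normalization and 35.4% after cyclic loess, and no spike-in or unchanged reference was used here. At an adjusted p under 0.05, without the criterion of fold change, more circRNAs were lower than higher under each of these scalings, with lower shares of 80.5%, 69.3%, 63.0% and 57.6% in the same order, and a broad decrease of striatal circRNAs with cocaine stays open.

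The 24 circRNAs up-regulated at least 2-fold rose unequally among the cocaine arrays. Their median log2 difference from the saline mean was 2.14, 1.81, 0.84 and 0.77 on arrays 1 to 4. Over the 55 up-regulated at an adjusted p under 0.05 from limma, selected without a fold threshold, the medians lay closer together, at 1.03, 0.84, 0.68 and 0.70. Saline RNA on cocaine arrays 3 and 4 is argued against, because over the circRNAs selected as lower without each of them they stood at -1.10 and -0.94, whereas saline arrays left out in the same way stood between -0.15 and 0.14; over those selected as higher, the same arrays stood at 0.39 and 0.46, within the -0.21 to 0.61 of saline arrays. The level of whole arrays is argued against as the whole explanation. The gap between the cocaine arrays over the circRNAs up-regulated at least 2-fold, 1.36 in the deposited values, was 1.04, 1.08 and 1.05 under the 3 other scalings. These circRNAs were selected anew under each scaling. Over the down-regulated circRNAs, selected in the same way, the gap was 0.31 in the deposited values. It was larger under the other scalings, at 0.58, 0.54 and 0.48 in the same order. Chance division cannot be excluded for the count of 24, as 6 of 35 divisions gave as many, and the highest other count of 39 came from placing cocaine arrays 1 and 2 with saline arrays 3 and 4, while the same cocaine arrays with the other pairs of saline arrays gave 0 to 27. Differences between the mice, such as cocaine intake, and differences in slide or labeling stay open and were not tested, since the sources used here do not give them per array.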

How the results depend on the processing

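No alternative in this part was chosen after its result was seen. The 4 named probes kept direction and an adjusted p under 0.05 (limma or, in 1 alternative, the t-test) under each alternative that kept them. These were 17 alternatives for the 2 down-regulated and 15 for the 2 up-regulated, which both filters on dim circRNAs removed. No circRNA with an adjusted p under 0.05 both in the main test and under an alternative had opposite directions. Where a circRNA missed this threshold under an alternative, its direction was not compared. Up-regulated circRNAs at an adjusted p under 0.05 (55) numbered 128 with array weights, 84 with median centring, 112 with cyclic loess, 95 after a second quantile normalization, 34 above the median intensity, and 25 to 82 with one array left out (26 without saline array 2, 25 without saline array 4). The down-regulated (227) numbered 100 above the median intensity, where fewer circRNAs were tested, and 173 to 230 with one array left out. At least 2-fold up (24) became 11 with the t-test after Benjamini-Hochberg, 58 with array weights, 53 with cyclic loess, 39 after quantile normalization, 9 above the median intensity, and 16 to 43 with one array left out (42 and 43 without cocaine arrays 3 and 4). At least 2-fold down (73) became 29 with cyclic loess, 46 after quantile normalization, 36 above the median intensity and 63 to 90 with one array left out. The first component's difference was 14.6 to 19.8 with one array left out, with a permutation p of 0.0857, 0.114, 0.0857 and 0.0857 without saline arrays 1 to 4. Apart from the filters, the cause was not tested. Same-numbered arrays did not deviate together (r of -0.10, -0.00, -0.26 and -0.16, none highest with its own number), and with the replicate number as a block 37 up and 197 down were called, 19 up and 73 down at least 2-fold, and 23 up and 125 down by less than 2-fold at an adjusted p under 0.05. Signal over background was not used here beyond the authors' filter. The circRNA names of the probes, host genes and slides were not used here, so lists and blocks on them were not run.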

Differences from the paper's values

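At the paper's thresholds, the paper reports 90 of 795 circRNAs (the paper's 11.3%), with the paper's 72 down-regulated and the paper's 18 up-regulated. With limma, the values were 97 circRNAs (12.2%), 73 down-regulated and 24 up-regulated, none of which differs from the paper's by more than 1.5 times. The t-test that the paper's methods name gave 90 circRNAs (11.3%), 72 down-regulated and 18 up-regulated, the values of the paper. Single values of the paper were also reached with the 596 circRNAs left by the milder filter on dim ones (18 up-regulated), above the median intensity (11.3%) and without saline array 4 (72 down-regulated). Among the alternatives fixed before the data were examined, the total differed by more than 1.5 times from the paper's with array weights (141) and above the median intensity (45). The down-regulated count did so with cyclic loess (29), after a second quantile normalization (46) and above the median intensity (36). The up-regulated count did so with array weights (58), median centring (34), cyclic loess (53), a second quantile normalization (39), above the median intensity (9), and without cocaine array 3 (42), cocaine array 4 (43) or saline array 3 (29).

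The legend of the PCA in the paper gives 1797 circRNAs, while the components here were computed on the 795 of the deposited table. After cyclic loess, the up-regulated circRNAs outnumbered the down-regulated at the paper's thresholds, the opposite of the direction the paper gives, whereas limma on the deposited values gave that direction.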

Other observations

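The comparisons of spread and of brightness in this part were chosen after the data were seen. Striatal circRNA levels varied more among the cocaine arrays than among the saline arrays, mainly between cocaine arrays 1 and 2 and cocaine arrays 3 and 4. The Pearson correlation across circRNAs was 0.98 within the first of these pairs and 0.97 within the second. It was 0.91 to 0.94 between the pairs and 0.97 to 0.99 among the saline arrays. The median SD of the log2 intensity within a group was 0.38 in the cocaine group and 0.20 in the control group, and it was larger in the cocaine group for 633 of the 795 circRNAs (79.6%). The SD was larger in the cocaine group for 183 of the 227 circRNAs down-regulated at an adjusted p under 0.05 from limma and for 36 of the 55 up-regulated. Relative to the saline mean, cocaine arrays 1 to 4 held 106, 99, 31 and 24 circRNAs at least 2-fold higher and 141, 70, 145 and 72 at least 2-fold lower. These differences between arrays were not tested.

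When the circRNAs were ranked by mean intensity and divided into 5 sets of 159, the median log2 fold change from the dimmest to the brightest set was -0.32, -0.33, -0.05, -0.09 and 0.02. The brightest set had mean log2 intensities from 10.04 to 15.98. In the same order, the sets held 6, 8, 3, 5 and 2 circRNAs at least 2-fold up-regulated and 16, 15, 10, 21 and 11 at least 2-fold down-regulated at an unadjusted p of 0.05 or less from limma.

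By Dixon's test at the 95% level, 1 array stood apart from the other 3 of its group for 32 circRNAs (4.03%) in the cocaine group, 14 of them on array 3 and 10 on array 4, and for 21 (2.64%) in the control group. Chance gives about 1 in 20, so these shares are not above it.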
